# HIF1 activity in photoreceptors drives type 3 neovascularization and retinal atrophy in a new mouse model of age-related macular degeneration

**DOI:** 10.1038/s41419-025-08028-7

**Published:** 2025-10-06

**Authors:** Fredy Geiger, Thomas Heigl, Luca Merolla, Marcus Yong, Gabriele M. Wögenstein, Larissa P. Govers, Ioanna Tsioti, Antonia Fottner, Marijana Samardzija, Christian Grimm

**Keywords:** Retina, Transcriptomics, Apoptosis

## Abstract

Morphological changes in the ageing eye impede oxygen delivery from the choroid to the outer retina causing tissue hypoxia, which activates a molecular response that adapts the transcriptomic fingerprint of the retina and retinal pigment epithelium (RPE). This response, orchestrated by hypoxia-inducible transcription factors (HIFs), leads to the production of pro-angiogenic factors and plays a critical role in the development and pathogenesis of age-related macular degeneration (AMD). To evaluate the specific contribution of HIF1 to this response we expressed a constitutively active form of HIF1A in rod photoreceptors of the adult mouse retina. This elicited a transcriptional response characterized by the upregulation of genes involved in cell death, inflammation and angiogenesis, all of which play an important role in AMD. The HIF1-mediated response in rods caused severe retinal degeneration, disruption of the RPE and retinal neovascularization. Pathological vessels originated from the deep vascular plexus and penetrated the RPE resembling type 3 macular neovascularization observed in over 20% of patients with neovascular AMD. Our study provides further evidence for the involvement of tissue hypoxia in the pathogenesis of AMD and highlights the potential of HIF1A as a therapeutic target.

## Introduction

Age-related macular degeneration (AMD) is the leading cause of blindness in people over the age of 60 in developed countries [1, 2]. With an ageing population, it is estimated that around 288 million people worldwide will be affected by 2040 [1]. Progression of the disease can lead to its late forms that are generally divided into geographic atrophy or dry AMD, and the less common neovascular form or wet AMD (nAMD) [3]. While there is no effective therapy for geographic atrophy, intravitreal injections of anti-vascular endothelial growth factor (VEGF) compounds are the current standard of care for nAMD [4, 5]. However, many patients experience an inadequate response to this medication, due to tolerance, genetic background and/or to the heterogeneity of the neovascular phenotype in nAMD [6, 7]. Recent improvements in in vivo retinal imaging allowed a more detailed characterization of the different neovascular lesions in nAMD and led to a new consensus nomenclature for three subcategories of macular neovascularization (MNV) [8]. While type 1 and type 2 MNV refer to occult and classic choroidal neovascularization respectively, type 3 MNV describes the presence of vessels in the outer retina that originate from the deep retinal capillary plexus. Type 3 MNV replaces previous terms for this form of neovascular AMD, such as ‘deep retinal vascular anomalous complexes’ or ‘retinal angiomatous proliferation’ [9, 10], and was found with a prevalence of 21.4% in nAMD [11].

AMD is a multifactorial disease with age as the major non-modifiable risk factor [12]. Ageing causes various changes in ocular tissues, including thickening of Bruch’s membrane, accumulation of drusen deposits, thinning of the choroid, reduced choroidal blood flow and others [13–16]. These changes impede oxygen delivery from the choroid to the RPE and photoreceptors in the outer retina leading to tissue hypoxia and increased expression of hypoxia-regulated genes through the activity of the hypoxia-inducible transcription factors 1 and 2 (HIF1, HIF2) in the ageing eye [17]. HIFs consist of a constitutively expressed β-subunit (HIFB) and an oxygen-labile α-subunit (HIFA) that is rapidly degraded in normoxia [18, 19]. The normoxic degradation of HIF1A is initiated by the hydroxylation of two prolines (P402 and P564 in humans; P402 and P577 in mice) in the oxygen dependent degradation domain (ODDD) of the protein [20], and mediated by the von Hippel Lindau (VHL) protein complex [21]. To further prevent transcriptional activity of remaining HIF1A proteins in normoxia, factor inhibiting HIF (FIH) hydroxylates the asparagine residue at position 803 (N813 in mice) within the C-terminal transactivation domain (CTAD) [22, 23]. This blocks the interaction with the CBP/p300 coactivators, which are important for full transcriptional activity of HIFs [22, 24]. Hypoxic conditions prevent the hydroxylation of these amino acids enabling HIF1A to complex with the beta subunit and regulate the expression of dozens of genes involved in angiogenesis, cell proliferation, energy metabolism, pH regulation, apoptosis and many others [10, 25]. Activated HIFs not only increase expression of pro-angiogenic factors including VEGFA, angiopoietin 2 (ANG2), fibroblast growth factor 2 (FGF2) and others that are involved in neovascular AMD [26–28], but also modulate cell metabolism and activate apoptotic factors likely contributing to the development of dry AMD as well [29–32]. Therefore, HIFs represent interesting targets for the development of therapies to treat AMD [33].

Several recent studies used mice lacking VHL in rods to investigate the consequences of activated HIF transcription factors. Chronic activity of HIFs in wild type rod photoreceptors resulted in a late onset and slowly progressing retinal degeneration, but no obvious neovascularization [34, 35]. In contrast, activation of HIFs was protective in an acute degenerative model [36] or in genetic models of retinitis pigmentosa [37]. As HIF1 and HIF2 were simultaneously activated in these models, the contribution of each HIF to the phenotypes is unclear. The different observations in these models highlight the intricate nature of HIF transcription factors and stresses the need to study their individual function in more detail and a context-specific manner to fully understand their influence on photoreceptor (patho)physiology. To specifically address the consequences of increased HIF1 activity, we have expressed a normoxia-stable HIF1A protein in adult wild type rod photoreceptors and present a new mouse model with clinical features of MNV type 3 that will be highly useful for studying and identifying mechanisms relevant to nAMD.

## Results

### Normoxia-stable HIF1A is transcriptionally active in normoxic 661W cells

Changes in the ageing eye lead to chronic tissue hypoxia in the outer retina, contributing to the development and/or progression of AMD (Fig. 1A). Cells react to hypoxia by inducing a molecular response that is orchestrated by stabilized and activated HIF transcription factors. To mimic this response in normoxic cells, we used a previously described normoxia-stable mouse HIF1A protein (nsHIF1A). This nsHIF1A variant has three key amino acids exchanged in the ODDD (P402A and P577A) and the CTAD (N813A), which prevents degradation and confers transcriptional activity of the protein under normoxic conditions (Fig. 1B) [38].

**Fig. 1:**
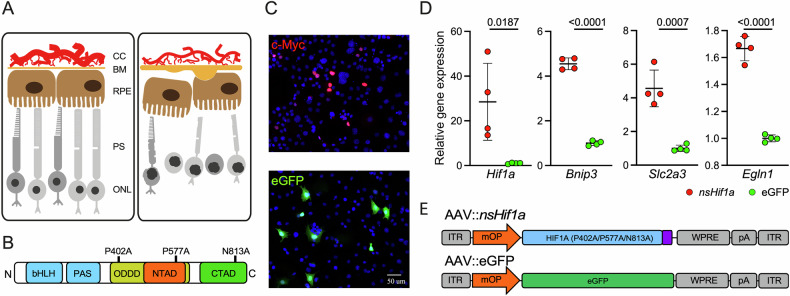
Activity of nsHIF1A in 661 W. **A** Sketch of tissue changes in the old eye leading to hypoxia and degenerative processes. CC choroidal capillaries, BM Bruch’s membrane, RPE retinal pigment epithelium, PS photoreceptor segments, ONL outer nuclear layer. **B** Representation of the domains of HIF1A including the three amino acid changes in nsHIFA1 from mouse. bHLH basic helix-loop-helix, PAS Per-Arnt-Sim domain, ODDD oxygen-dependent degradation domain, NTAD N-terminal transactivation domain, CTAD C-terminal transactivation domain. **C** 661W cells transfected with CMV-*nsHif1a* (top) or CMV-eGFP (bottom) were stained for the Myc-tag (red, top) or imaged for eGFP fluorescence (green, bottom) at 20 h after transfection. Scale bar: 50 µm. **D** Relative gene expression for *Hif1a*, *Bnip2*, *Slc2a3*, and *Egln1* was determined by real-time PCR at 20 h after transfection with CMV-*nsHif1a* (red) or CMV-eGFP (green). Shown are individual data points ±SD. *N* = 4. *p*-values as indicated. Student’s *t* test. **E** Representation of the DNA constructs packaged in AAV2(QuadYF+TV;7m8)/2. DNA elements as labeled. ITR inverted terminal repeat, mOP mouse rhodopsin promoter, WPRE woodchuck hepatitis virus post-transcriptional regulatory element. Violet box: Myc-tag.

To evaluate the activity of nsHIF1A in photoreceptor-like cells, we transfected 661 W cells [39] with plasmids expressing either a Myc-tagged nsHIF1A or enhanced green fluorescent protein (eGFP) driven by the ubiquitous CMV promoter. Immunofluorescence for the Myc-tag confirmed the expression and nuclear localization of nsHIF1A in normoxic 661 W cells 20 h after transfection (Fig. 1C). Increased RNA levels for total *Hif1a* (endogenous *Hif1a* plus *nsHif1a*) and the three HIF1 target genes egl-9 family hypoxia inducible factor 1 (*Egln1*), BCL2 interacting protein 3 (*Bnip3*) and solute carrier family 2 member 3 (*Slc2a3*) in *nsHif1a* transfected cells confirmed the activity of the stable HIF1A variant under normoxia (Fig. 1D). In order to investigate the consequences of stabilized and constitutively active HIF1A for rod photoreceptors in vivo, we placed the genes encoding *nsHif1a* and eGFP under the control of the rod-specific mouse opsin (mOP) promoter [40] and packaged the constructs in adeno-associated virus 2 (AAV2) virus particles, resulting in AAV::*nsHif1a* and AAV::eGFP (Fig. 1E).

### Chronic HIF1A activity in rods causes retinal degeneration

AAV::eGFP was injected subretinally to validate the activity and cell type specificity of the promoter used to drive *nsHif1a* expression. At two weeks post injection (wpi), strong eGFP fluorescence covered ~30% of the fundus (Fig. 2A). Retinal sections showed that the eGFP signal was restricted to the outer retina and did not colocalize with cone arrestin (ARR3), indicating that the mOP promoter drove transgene expression specifically in rods (Fig. 2A). eGFP expressed from AAV::eGFP was used as a surrogate marker for the normoxia-stable HIF1A as all attempts to immunolocalize nsHIF1A in the tissue after injection of AAV::*nsHif1a* using anti-Myc or anti-HIF1A antibodies failed to yield reliable signals. However, we detected markedly increased HIF1A in whole retinal extracts from AAV::*nsHif1a* injected mice levels using Western blotting (Fig. 2B, for uncropped original western blots, see ‘Supplemental Material’), although the injected AAVs transduced only about 30% of the retinal area and expression of the mOP-driven transgene was restricted to rods (see above).

**Fig. 2:**
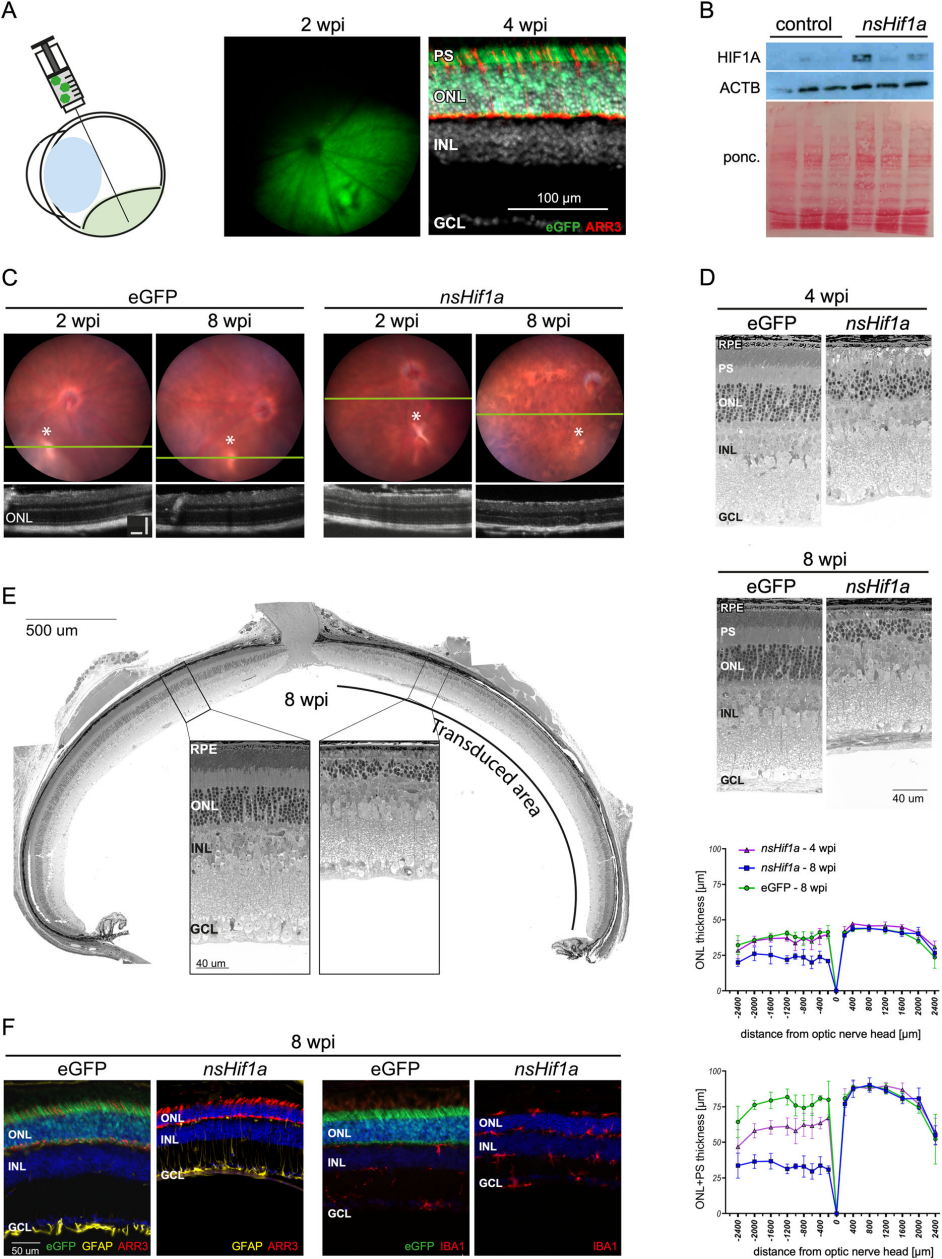
Retinal degeneration induced by chronic HIF1 activity in rods. **A** Sketch of the subretinal AAV application (left). Representative fundus fluorescence image at 2 weeks after AAV-eGFP injection (green, middle) and retinal cross section showing localization of eGFP fluorescence in the photoreceptor layer and lack of co-localization with cone arrestin (ARR3, red, right) at 4 weeks after AAV-eGFP injection. **B** Western blot for HIF1A in retinal samples from mice injected with AAV::eGFP or AAV::*nsHif1a*. Timepoint of analysis: 3 wpi. ACTB and the ponceau (ponc) stained membrane served as loading controls. **C** Fundus images (top) and OCT scans (bottom) at 2 and 8 wpi of mice injected with AAV::*nsHif1a* or AAV::eGFP. Asterisk: injection site. *N* = 6. Scale bar: 100 µm. **D** Retinal morphologies and quantification of the ONL thickness and of the complete photoreceptor layer including outer segments of mice injected with AAV::*nsHif1a* or AAV::eGFP at 4 and 8 wpi as indicated. Shown are spidergrams of means ± SD at indicated distances from the optic nerve head. *N* = 4 per group. **E** Retinal panorama at 8 wpi of a mouse injected with AAV::*nsHif1a*. The transduced area is marked. Insets show magnifications of the boxed areas. Scale bars as indicated. **F** Immunofluorescence of retinal sections at 8 wpi of mice injected with AAV::eGFP or AAV::*nsHif1a*. Green: eGFP. Yellow: GFAP. Red: ARR3 or IBA1. Blue: DAPI. Scale bar: 50 µm. wpi weeks post injection, RPE retinal pigment epithelium, PS photoreceptor segments, ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer.

Fundus imaging and optical coherence tomography (OCT) scans of AAV::*nsHif1a* injected mice at 2 and 8 wpi showed changes in the pigmentation pattern, less regular retinal layering and thinning of the outer nuclear layer (ONL; Fig. 2C). Light microscopy of retinal sections and quantification of the outer retinal thickness confirmed progressive retinal degeneration with thinning of the outer retina in mice injected with AVV::*nsHifa* but not AAV::eGFP (Fig. 2D). While some photoreceptor segments were still present at 4 wpi, they were almost completely absent by 8 wpi (Fig. 2D). Retinal degeneration in rod-*nsHif1a* mice was restricted to the transduced area (Fig. 2E). The degenerative process was characterized by an activated stress response in Müller glial cells, as indicated by the increased GFAP staining, and by activated microglia cells (IBA1) that invaded the outer retina. However, cones (staining for ARR3) were still present up to 8 wpi (Fig. 2F). By 22 wpi, retinal degeneration had progressed to an advanced stage, and most cones were also lost probably due to secondary degeneration. The inflammatory stress response was still evident with increased GFAP levels in Müller glia cells and activated microglia in the outer retina (Supplementary Fig. S1).

### Chronic HIF1A activity in rods causes expression of angiogenic genes

To investigate the mechanisms leading to retinal degeneration in rod-*nsHif1a* mice, we analyzed the transcriptomes of the 661 W photoreceptor-like cells transfected with *nsHif1a* in vitro and of rod-*nsHif1a* retinas in vivo at 3 wpi. 

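For the in vivo transcriptomes, retinal mRNA was sequenced at 3 wpi from 5 mice injected with AAV::*nsHif1a* and 5 injected with AAV::eGFP. The authors prepared stranded libraries, aligned the paired-end reads to the mouse genome GRCm39 with Rsubread and counted them per gene on the antisense strand with featureCounts and the gencode M36 basic annotation. The deposited table holds these whole-number counts per gene, without normalization. The total per library ranged from 12898220 to 16167522 counts (median 15234238) for AAV::eGFP and from 13723692 to 15813892 (median 14997279) for AAV::*nsHif1a*. At these depths the smallest level that 3 counts can show is between 0.186 and 0.233 CPM, where CPM is a gene's share of the library's counts scaled to a fixed total, a limit that covers counting error only. Genes with low counts were removed with edgeR's filterByExpr, which left 18859 genes, and library sizes were scaled by the TMM method. Differential expression was tested in limma on voom values with sample quality weights, as in the paper's methods, with the Benjamini-Hochberg (BH) adjustment. Genes were called upregulated or downregulated at an adjusted *p*-value under 0.05 and a log2 fold change (log2FC) above 0.5 or below -0.5. In simulated counts of the same depth with 200 genes changed 2-fold, this procedure called 130 of them (65%) and 3 unchanged genes among 18612 tested. The simulated libraries were drawn independently and hold none of the differences between libraries described next.
The libraries differed in ways other than the injected vector. The X inactivation transcript *Xist* had 19492 to 28595 counts in all 5 AAV::*nsHif1a* libraries and in AAV::eGFP libraries 1 and 2. AAV::eGFP libraries 3, 4 and 5 had 1 to 3 *Xist* counts and 2701 to 3509 counts on the Y chromosome genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which had 0 counts in the other libraries. The share of all counts on 6 γ-crystallin genes, which are genes of the lens, was between 0.0634% and 0.280% in the AAV::eGFP libraries and between 0.0956% and 1.82% in the AAV::*nsHif1a* libraries.
*Hif1a* itself (ENSMUSG00000021109.14) lies on the plus strand of chromosome 12 of GRCm39 from 73948149 to 73996321. Its level was 668 ± 26.1 CPM (SD, n = 5) with AAV::eGFP and 687 ± 31.6 CPM (SD, n = 5) with AAV::*nsHif1a*, a log2FC of 0.05 (standard error (SE) 0.04, adjusted *p* = 0.50 from limma with BH adjustment). The 95% limits of this log2FC were -0.04 and 0.14, so a rise of total *Hif1a* RNA in the whole retina was not detectable at this depth and number of mice.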

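For the in vitro transcriptomes, the photoreceptor-like cells, a line derived from a mouse retinoblastoma, were harvested 20 h after transfection with a plasmid that expresses *nsHif1a* or eGFP from the CMV promoter. The table analysed here holds 4 libraries per group, whereas the legend of Fig. 3 gives N = 5. The counts were made by the authors in the same way as for the retina. Totals ranged from 13424326 to 17051276 counts per library (median 15895395) for eGFP and from 14281793 to 17809585 (median 17139797.5) for *nsHif1a*. The same filter, scaling and test were applied to these 8 libraries alone and covered 15962 genes. On simulated counts, 147 of 200 changed genes (73.5%) were called, with 7 unchanged genes among 15743 tested. These counts were drawn independently for each library, without the replicate structure described next, and do not give the error rates under it.
The libraries separated by replicate number. The 1st principal component of the log2 CPM values held 50.2% of the variance and placed *nsHif1a* libraries 1 and 2 (-45.0 and -46.6) apart from the other 6, which lay between 7.31 and 23.7. Between replicates 1 and 2, and between 3 and 4, of a group, the median squared difference of a gene was 1.46 to 1.56 times the sampling noise, against 3.28 to 7.11 times for the other pairs of the same group. Each library was counted as a replicate of its own, as labelled. The comparison covers counting noise and does not show whether the libraries come from independent cultures. Deviations from the group means were correlated between same-numbered libraries of the 2 groups (mean r = 0.248 across genes), so results are also given with the replicate number as a block. The mean for libraries of other numbers (r = -0.083) follows from subtracting the group means and is no separate evidence. Since replicates 1 and 2, and 3 and 4, resembled each other, these values cannot tell pairing by number from those 2 sets. Genes are not independent replicates, and these correlations describe the libraries only.
*Hif1a* rose from 157 ± 6.79 CPM (SD, n = 4) with eGFP to 1561 ± 384 CPM (SD, n = 4) with *nsHif1a*, a log2FC of 3.26 (SE 0.13, adjusted *p* = 1.2e-05 from limma with BH adjustment). With the replicate number as a block, the log2FC was 3.31 (adjusted *p* = 1.0e-04 from limma with BH adjustment). Tested over all 18 libraries, the effect of *nsHif1a* on *Hif1a* counts was lower in the retina than in the cells by a log2 difference of -3.29 (SE 0.15, adjusted *p* = 3.5e-10 from limma's interaction term with BH adjustment), or -3.25 with the replicate number of the cells as a block in the same model (SE 0.10, adjusted *p* = 4.9e-11), which was added after the data were seen.

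**Figure D1:**
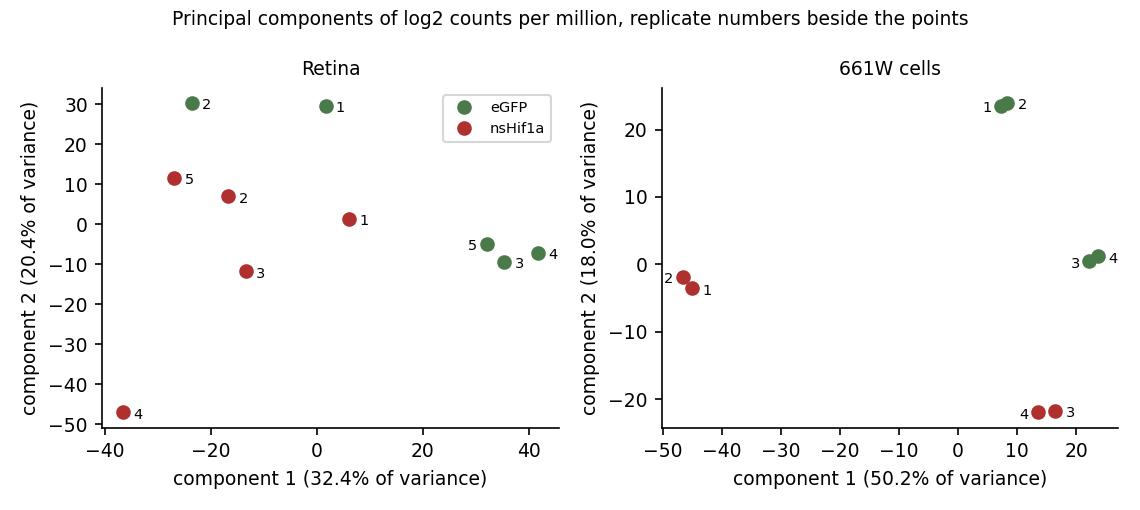
Each point is a library placed by its first and second principal component of log2 CPM (share of variance on each axis), for the retina (left) and the transfected cells (right), with AAV::eGFP or eGFP in green, *nsHif1a* in red and the replicate number beside the point. In the cells, replicates 1 and 2 lie next to each other and apart from replicates 3 and 4 within each group.

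**Figure D2:**
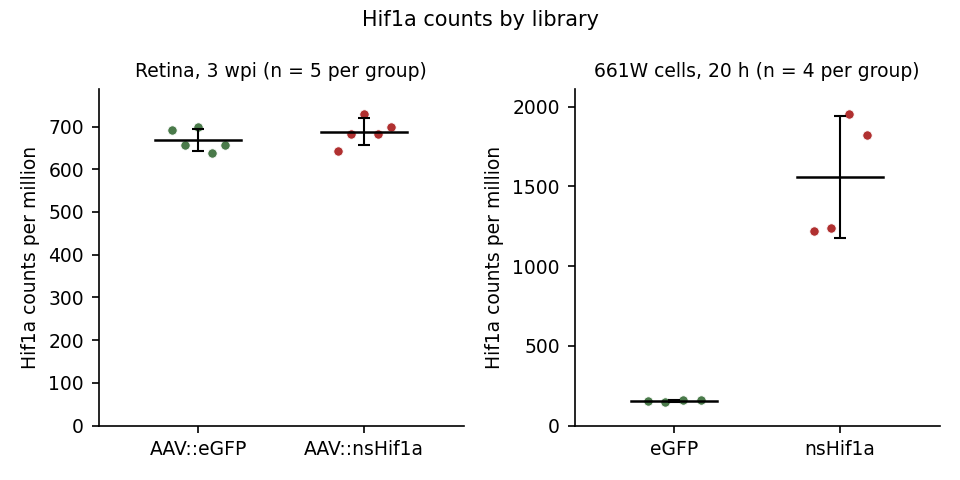
Total *Hif1a* in CPM (y axes, from 0) for every library (points) with the group mean (line) and SD (bars), for the retina at 3 wpi (left, n = 5 per group) and the cells at 20 h (right, n = 4 per group). The retinal libraries lie between 638 and 729 CPM in both groups, and the transfected cells between 1222 and 1954 CPM against 150.0 to 164 CPM with eGFP.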

Volcano plots visualized the differentially expressed genes (Supplementary Tables S1 and S2) and showed that the number of upregulated but not downregulated genes was similar in retinas and cells (Fig. 3A, B). 

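In the retina, 203 genes were upregulated and 172 downregulated with AAV::*nsHif1a*, out of 1091 genes with an adjusted *p*-value under 0.05 and 4097 with an unadjusted *p*-value under 0.05. In the transfected cells, 193 genes were upregulated and 10 downregulated, out of 397 and 3304. The groups did not overlap in any library for 151 of the upregulated and 135 of the downregulated genes in the retina, and for all 193 and 10 in the cells, where chance separates 0.794% of genes for 5 against 5 libraries and 2.86% for 4 against 4. Of all genes tested, the groups were apart for 5.94% in the retina and 13.6% in the cells. The called genes were selected for small *p*-values and large changes, so most of their separation is given by the selection. Past a log2FC of 1 in either direction there were 86 upregulated and 37 downregulated genes in the retina and 72 and 3 in the cells. The upregulated genes were mostly protein-coding (146 in the retina, 167 in the cells), whereas 45 of the downregulated genes in the retina were. With each library left out in turn, 108 upregulated and 51 downregulated genes of the retina were called in all 10 fits, and 73 upregulated genes and 0 downregulated genes of the cells in all 8. With the replicate number as a block, 105 genes were upregulated and 2 downregulated in the cells. Other settings raised these numbers, to 519 and 73 with replicates 1 and 2 against 3 and 4 as a covariate, chosen after the data were seen. They were 1201 and 677 without *nsHif1a* library 3, and 1194 and 682 without *nsHif1a* library 4. Among the alternative settings, the one that lowered the number of upregulated genes in the retina most at unchanged thresholds was the comparison of the libraries with *Xist* counts alone, chosen after the data were seen, with 64. In the cells it was adding the counts of replicates 1 and 2, and of 3 and 4, also chosen after the data were seen, with 0 genes in either direction and 920 of 18117 genes at an unadjusted *p*-value under 0.05.
Among the genes whose groups did not overlap, the largest changes in the retina were increases. *Adm2*, which codes for adrenomedullin 2, had 0 or 1 counts in the AAV::eGFP libraries and 21 to 138 with AAV::*nsHif1a*. *Adm* rose from 0.313 ± 0.134 to 12.8 ± 3.49 CPM (SD, n = 5 each). They were followed by *Gpr15lg*, *H2-Q2*, *Gm35215*, *Ppp1r3g*, *Gm10475*, *Smtnl2*, *Gm70539* and *Stc2*, with log2FC values from 5.07 down to 2.92. In the cells, *Stc1* had 0 or 1 counts with eGFP and 29 to 71 with *nsHif1a*, *Nos2* 1 to 3 and 105 to 173, *Atp7b* 0 to 2 and 45 to 133, and *Tph1* 0 or 1 and 28 to 48. *Gpr15lg*, *Gm15283*, *Gpr35*, *Smtnl2*, *Hif1a* and *Mgarp* were next, with log2FC values from 4.55 to 3.24.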

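Of the 14122 genes tested in both experiments, 152 were upregulated in the retina, 173 in the transfected cells and 33 in both, where 1.86 would be shared by chance (odds ratio 27.4, one-sided Fisher's exact test, p = 2.7e-32). With the replicate number as a block in the cells, 29 of the 33 were called there, and *Prelid2*, *Gm9790*, *Ankrd37* and *Fosb* were not. Restricting the retina to libraries with *Xist* counts, a choice made after the data were seen, gave an overlap of 21 genes. No gene was downregulated in both (0 of 53 and 9), 2 were downregulated in the retina and upregulated in the cells, and 0 the other way round. Of the 152 genes upregulated in the retina, the 33 included, 114 were higher in the *nsHif1a* cells, and of the 152, 76 had an unadjusted and 43 an adjusted *p*-value under 0.05 there in either direction (limma, BH). Of the 173 upregulated in the cells, 129 were higher in the AAV::*nsHif1a* retinas, and 84 and 58 of the 173 were past the same limits. Without the 33, 81 of the remaining genes of the retina were higher in the *nsHif1a* cells (43 and 10 of the remaining genes past the limits), and 96 of the 140 of the cells were higher in the AAV::*nsHif1a* retinas (51 and 25 of the 140). The downregulated genes did not follow. Of the 53 downregulated in the retina, 30 were higher in the cells, and 8 and 2 of the 53 were past the limits. Of the 9 downregulated in the cells, 6 were higher in the retina, with 0 of the 9 at an unadjusted *p*-value under 0.05.
Ranked by the smaller of the 2 log2FC values of a gene, the largest shared increases were those of *Gpr15lg* and *Smtnl2*. *Gm15283* rose more than *Smtnl2* in the cells (log2FC 4.18 against 3.61) and less in the retina (2.91 against 3.35). *Gpr15lg* had 3 to 16 counts with AAV::eGFP and 140 to 492 with AAV::*nsHif1a* in the retina, and 0 to 4 and 24 to 70 counts in the cells. *Smtnl2* had 24 to 31 and 137 to 445 counts in the retina, and 5 to 10 and 59 to 160 in the cells. Of the 33 genes, 24 had the smaller log2FC in the retina. The overlap holds 4 pseudogenes whose transcripts share most of their 50-base words with other genes, so their counts are uncertain. They are *Ak3l2-ps* (78.2% shared, all with *Ak4*), *Gm16439* (74.4%, with 59.2% of all words in *Bnip3*), *Gm6532* (63.1%, with 51.4% of all words in *Gm16439*) and *Gm9790* (65.7%, with *Higd1a*). Without pseudogenes and predicted genes, 27 genes overlapped. The difference between the 2 effects was tested over all 18 libraries. Of 20999 genes, 489 differed at an adjusted *p*-value under 0.05 (limma's interaction term, BH), 227 of them raised more in the retina and 262 more in the cells. A block for the replicate number of the cells, added after the data were seen, gave 705 genes (300 and 405), 465 of them among the 489.

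**Figure D3:**
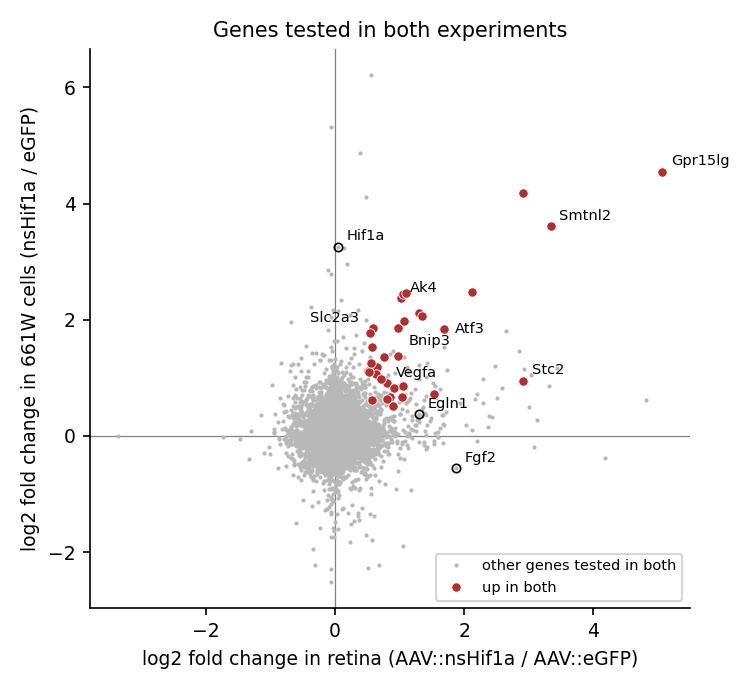
Log2FC of *nsHif1a* against eGFP in the retina (x axis) and in the transfected cells (y axis) for the genes tested in both (grey points), with the 33 genes upregulated in both in red and selected genes named, open circles marking those not upregulated in both. *Gpr15lg* and *Smtnl2* lie at the upper right, and *Hif1a* lies near 0 on the x axis and above 3 on the y axis.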

The in vitro and in vivo datasets overlapped by only 34 upregulated genes (Fig. 3B, Supplementary Table S3). 

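A panel of 44 known HIF target genes and a panel of 28 genes of the endoplasmic reticulum (ER) stress response, both written before the data were examined, were compared with the 33 genes upregulated in retinas and cells, over the 14119 gene symbols tested in both. Of the 41 HIF targets tested in both, 15 were among the 33 (odds ratio 447, one-sided Fisher's exact test, p = 4.8e-31). These were *Ak4*, *Ankrd37*, *Bnip3*, *Ddit4*, *Ero1a*, *Fam162a*, *Gys1*, *Mxi1*, *Pdk1*, *Pfkfb3*, *Slc16a3*, *Slc2a1*, *Slc2a3*, *Stc2* and *Vegfa*. Of the 28 ER stress genes, 2 were, *Atf3* and *Trib3* (odds ratio 34.8, p = 0.0019, from the same exact test). *Atf3*, a transcription factor of the stress response, rose from 4.77 ± 1.06 to 15.8 ± 6.11 CPM in the retina (SD, n = 5 each) and from 12.7 ± 2.33 to 45.0 ± 9.17 CPM in the cells (SD, n = 4 each). Its log2FC was 1.69 in the retina (SE 0.29, adjusted *p* = 0.0057 from limma with BH adjustment) and 1.84 in the cells (SE 0.18, adjusted *p* = 0.0010), or 1.78 with the replicate number as a block (adjusted *p* = 0.010). The log2FC of the pseudokinase gene *Trib3* was 0.76 in the retina (SE 0.21, adjusted *p* = 0.0496 from limma with BH adjustment), where the groups overlapped and the gene was called in 2 of the 10 fits that each left out a library. In the cells it was 1.36 (SE 0.15, adjusted *p* = 0.0024), or 1.29 with the block (adjusted *p* = 0.023).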

Many of the overlapping genes were related to biological processes that involved endoplasmic reticulum stress and protein misfolding in addition to the hypoxic response (Supplementary Fig. S2). This suggests that chronic HIF1 activity induced a severe stress that may have affected protein homeostasis in cells and the retina.

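The panels were also tested as sets against all other genes with limma's camera test (2-sided, BH adjustment over the panels of an experiment). In the retina, 42 of the 44 HIF targets were higher with AAV::*nsHif1a* and 25 were upregulated (median log2FC 0.57, adjusted *p* = 1.9e-53 from camera). The mean of the panel rose from 6.02 ± 0.05 to 6.87 ± 0.17 log2 CPM (SD, n = 5 each), with every AAV::*nsHif1a* library above every AAV::eGFP library (exact permutation test, p = 0.0079, the smallest p that 5 against 5 allow). Of the 28 ER stress genes, 24 were higher and 3 upregulated (median log2FC 0.17, adjusted *p* = 6.5e-09 from camera), and the mean of this panel rose from 5.60 ± 0.05 to 5.88 ± 0.09 log2 CPM (exact permutation test with the same p). The setting that moved these results most was the estimation of the correlation between the genes of a panel from the data, which gave adjusted camera *p*-values of 0.025 for the HIF targets and 0.064 for the ER stress genes.
In the transfected cells, 40 of the 41 HIF targets tested were higher (median log2FC 0.56, adjusted *p* = 3.5e-35 from camera, 4.7e-34 with the replicate number as a block). All 28 ER stress genes were higher and 7 were upregulated (median log2FC 0.24, adjusted *p* = 1.4e-19, and 2.0e-17 with the block), and all 33 genes of an interferon response panel were higher (median log2FC 0.50, adjusted *p* = 2.2e-23, and 5.2e-19 with the block). The panel means rose from 5.76 ± 0.02 to 6.51 ± 0.12, from 6.98 ± 0.12 to 7.38 ± 0.04 and from 7.69 ± 0.07 to 8.39 ± 0.33 log2 CPM (SD, n = 4 each), each with an exact permutation p of 0.029, the smallest that 4 against 4 allow. The increase was not equal in the 2 replicate sets of the cells. The test of this rests on the spread between the 2 libraries of a group in each set, which may not be independent cultures. All 33 interferon genes rose less in replicates 3 and 4 than in 1 and 2 (median log2 difference -0.56, adjusted *p* = 7.6e-45 from camera on limma's interaction of *nsHif1a* with the set), all but 3 of the 28 ER stress genes did, and 33 of the 41 HIF targets rose more. Tested directly without a block, the effects on the 3 panels did not differ between retina and cells at an adjusted *p*-value under 0.05 (0.82 for the HIF targets, 0.075 for ER stress and 0.18 for the interferon response, from camera on limma's interaction term). A block for the replicates of the cells in this model, also added after the data were seen, gave 0.86, 0.047 and 0.17, so ER stress passed, with the smaller rise in the retina. From the processes shared by the genes upregulated in both, the paper proposes that chronic HIF1 activity induced a severe stress that may have affected protein homeostasis in cells and the retina.

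**Figure D4:**
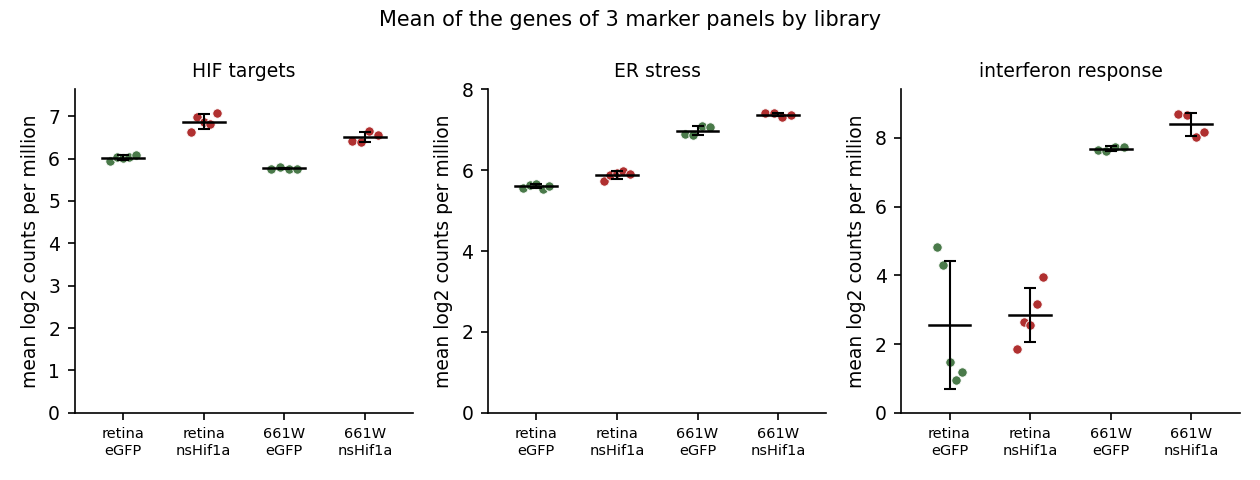
Mean log2 CPM (y axes, from 0) over the genes of the HIF target, ER stress and interferon response panels for every library (points), with the group mean (line) and SD (bars), in the retina (n = 5 per group) and in the transfected cells (n = 4 per group). The *nsHif1a* libraries lie above all eGFP libraries for the first and second panel in both experiments, whereas the retinal eGFP libraries spread from 0.97 to 4.84 for the interferon response.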

**Fig. 3:**
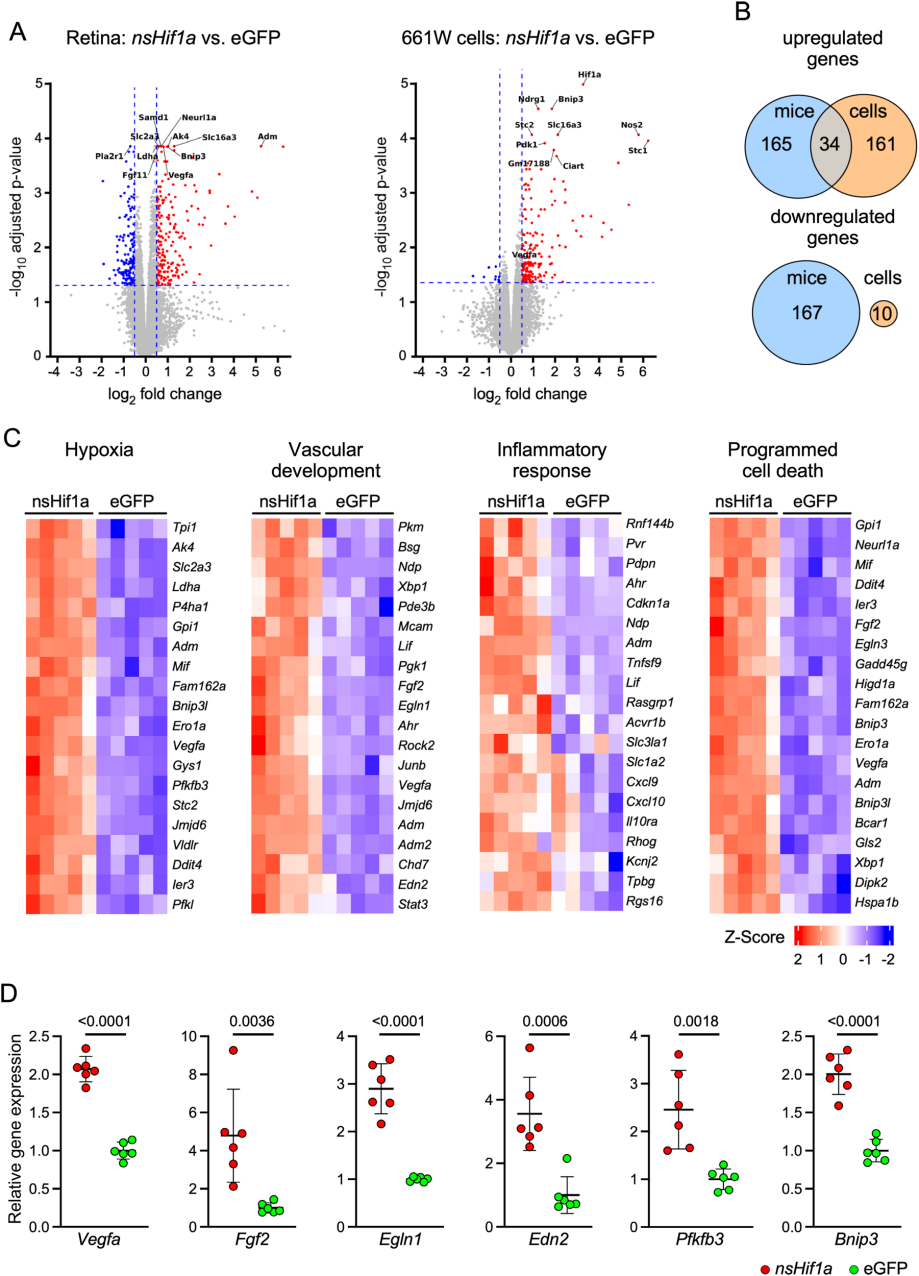
Transcriptomic alterations induced by nsHIF1 in vitro and in vivo. **A** Volcano plots of differentially expressed genes in the retinas of mice injected with AAV::*nsHif1a* (left) or in 661 W cells transfected with *nsHif1a* (right). Timepoints of analysis: 3 wpi for retinas, 20 h for 661 W cells. Thresholds: log_2_FC: 0.5; adjusted *p*-value: 0.05. Red: upregulated genes. Blue: downregulated genes. Gray: genes not significantly regulated. *N* = 5. **B** Venn diagrams of the differentially regulated genes in mice (blue) and 661 W cells (orange). **C** Heat maps of hallmark pathways and biological processes showing the top 20 regulated genes. **D** Real-time PCR of selected genes using retinal RNA from AAV::*nsHif1a* (red) and AAV::eGFP (green) injected mice. Timepoint of analysis: 3 wpi. Shown are individual data points and averages ±SD of *N* = 6. *P*-values as indicated. Student’s *t* test.

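The paper's Table S4 gives for each hallmark pathway the leading-edge genes, which are the genes that carry the enrichment. Since these genes were picked on the same libraries, their direction is given by the selection, and only the size of their changes is described here. All 68 leading-edge genes of hypoxia were higher with AAV::*nsHif1a*, from a log2FC of 0.16 upward (median 0.42), and 25 were upregulated. For glycolysis, 17 of 42 were upregulated (median log2FC 0.43), for the inflammatory response 5 of 52 (median 0.36), for apoptosis 5 of 50 (median 0.29) and for complement 2 of 71 (median 0.22). An adjusted *p*-value under 0.05 from limma with BH adjustment over all genes was reached by 64 of the hypoxia genes, 37 of glycolysis, 11 of the inflammatory response, 10 of apoptosis and 7 of complement. Adjusted over each list alone, these were 68, 42, 16, 22 and 12, which shows no stability for genes selected on these data. The complete hallmark gene sets were not used here.
Gene sets not selected on these libraries were taken from Reactome annotations and tested with camera and BH adjustment over 9 sets. Glycolysis was raised, with 22 of 27 genes higher (median log2FC 0.26, adjusted *p* = 2.2e-13). Interferon signaling (73 of 101 genes higher, adjusted *p* = 7.1e-04), apoptosis (98 of 137, adjusted *p* = 0.019) and the cellular response to hypoxia (15 of 21, adjusted *p* = 0.027) passed an adjusted *p*-value of 0.05, with median log2FC values of 0.13, 0.05 and 0.05. The complement cascade (11 of 17, adjusted *p* = 0.83), inflammasomes (9 of 12, adjusted *p* = 0.47) and the unfolded protein response (8 of 14, adjusted *p* = 0.82) did not. The phototransduction cascade was lowered, with 5 of 27 genes higher (adjusted *p* = 1.1e-05). The *Xist* class of each library was added as a covariate for these sets after the data were seen. No AAV::*nsHif1a* library had Y chromosome counts, so the effect of *nsHif1a* then rests on AAV::eGFP libraries 1 and 2 alone. Glycolysis stayed raised (adjusted *p* = 1.5e-12 from camera) and phototransduction lowered (0.0026). Apoptosis (0.77) and the response to hypoxia (0.18) no longer passed. Interferon signaling was reversed, with 38 of 101 genes higher (adjusted *p* = 9.8e-06 from camera). The Reactome response to hypoxia is another gene list than the hallmark pathway and does not test it. The panel of HIF targets passed with this covariate as well. A panel of 29 interferon response genes did not pass without the covariate (21 higher, adjusted *p* = 0.26 from camera, exact permutation test of the panel mean, p = 0.75) and was also lower with it (adjusted *p* = 1.4e-28). Of 20 microglial marker genes, all were higher (median log2FC 1.09, adjusted *p* = 4.0e-06 from camera), but none was upregulated alone and the panel mean of 2.06 ± 1.08 log2 CPM with AAV::eGFP and 2.94 ± 0.65 with AAV::*nsHif1a* (SD, n = 5 each) did not part the groups (exact permutation test, p = 0.15). With the *Xist* class, the direction of the microglial panel was reversed as well (adjusted *p* = 0.21).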

Gene set enrichment analysis of the differentially regulated genes in rod-*nsHif1a* retinas revealed several activated hallmark pathways including ‘hypoxia’, ‘glycolysis’, ‘complement’, ‘inflammatory response’, ‘apoptosis’ and others (Supplementary Table S4). We identified several upregulated biological processes related to cell death, response to oxygen levels, immune response and the vasculature (Supplementary Table S5). 

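From the paper's Table S5, the leading-edge genes of 4 processes were followed, and as for the hallmark pathways their direction is given by the selection. All 67 genes of programmed cell death were higher with AAV::*nsHif1a*, and 22 were upregulated (median log2FC 0.40). Of the genes of the response to oxygen levels, 15 of 53 were upregulated (median log2FC 0.32), of the immune response 14 of 67 (median 0.41, with *H2-Q2* the largest at 4.83) and of vasculature development 18 of 69 (median 0.35). In each of the 10 fits that left out a library, 20, 15, 7 and 12 of these stayed upregulated. An adjusted *p*-value under 0.05 over all genes was reached by 67, 38, 44 and 38 genes. The Reactome set signaling by VEGF, which was not selected on these libraries, had 65 of 97 genes higher (median log2FC 0.04, adjusted *p* = 0.017 from camera), and did not pass with the *Xist* class as a covariate, a choice made after the data were seen (57 of 97 higher, adjusted *p* = 0.18). Of 16 endothelial marker genes, 14 were higher and 0 were upregulated (median log2FC 0.27, adjusted *p* = 0.027 from camera). The mean of this panel was 3.31 ± 0.24 log2 CPM with AAV::eGFP and 3.55 ± 0.24 with AAV::*nsHif1a* (SD, n = 5 each). This difference was within the spread of the libraries (exact permutation test, p = 0.15). The direction of the panel was reversed with the *Xist* class as a covariate (adjusted *p* = 0.61 from camera). With that covariate, AAV::*nsHif1a* is compared with only the 2 AAV::eGFP libraries that had *Xist* counts.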

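The legend of Fig. 3C gives the 20 genes shown for each pathway as its top regulated genes. Since they were picked on the same libraries, their direction and significance are mostly given by the selection. For hypoxia, vascular development and programmed cell death, all 20 were higher with AAV::*nsHif1a*. All of these had an adjusted *p*-value under 0.05 in limma with BH adjustment. Upregulated past the log2FC threshold were 13, 13 and 14 of them, and 12, 12 and 14 in every fit that left out a library. Their median log2FC was 0.65, 0.72 and 0.70. For the inflammatory response, 19 of 20 genes were higher, 11 had an adjusted *p*-value under 0.05 and 5 were upregulated, 4 of them in every such fit (median log2FC 0.40). *Slc3a1* was lower, with a log2FC of -0.43 (SE 0.23, adjusted *p* = 0.30 from limma with BH adjustment). *Adm2* had the largest change in the vascular list and *Adm*, with a log2FC of 5.24, in each of the other lists. *Hspa1b*, in the list for programmed cell death, shares 62.3% of its 50-base words with *Hspa1a*, and *Pgk1*, in the vascular list, 51.7% with *Pgk1-rs7*, so their counts are uncertain.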

Heat maps confirmed the differential regulation of selected pathways and processes (Fig. 3C). Interestingly, most of these pathways and processes are relevant for the development and progression of AMD [41–43]. We validated differential expression of some key genes involved in vascular development and angiogenesis including *Vegfa*, *Fgf2*, *Egln1*, endothelin-2 (*Edn2*) and 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*), a gene recently associated with pathological ocular angiogenesis [44, 45] (Fig. 3D). The significantly increased expression of all these genes may indicate that chronic nsHIF1A activity in rods affects the homeostasis of the retinal vasculature. *Bnip3*, a known HIF1 target gene, was used as a control for HIF activity (Fig. 3D) [46].

### Chronic HIF1 activity in rods causes RPE disruption

Chronic HIF1 activity in rods not only caused retinal degeneration but also affected RPE cell morphology. A marked, irregular thickening and occasional vacuolization of the RPE was observed in the transduced area of rod-*nsHif1a* mice at 8 wpi (Fig. 4A, B). In addition, large vessels were present in the outer retina and even appeared to invade the RPE (Fig. 4A). The increased expression of proangiogenic factors, including *Vegfa, Fgf2* and others (Fig. 3, Supplementary Table S1) may have contributed to this phenotype. 

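*Vegfa* (ENSMUSG00000023951.19, chromosome 17 of GRCm39, 46327919 to 46343309, minus strand), which codes for vascular endothelial growth factor A, rose from 168 ± 14.1 CPM with AAV::eGFP to 297 ± 33.7 CPM with AAV::*nsHif1a* (SD, n = 5 each). Its log2FC was 0.81 (SE 0.07, adjusted *p* = 1.7e-04 from limma with BH adjustment) and stayed between 0.77 and 0.87 when each library was left out in turn. *Fgf2* (chromosome 3, 37402473 to 37464257, plus strand) rose from 19.9 ± 1.64 to 78.9 ± 36.3 CPM, a log2FC of 1.87 (SE 0.27, adjusted *p* = 0.0022 from limma with BH adjustment). The 5 AAV::*nsHif1a* libraries spread from 37.3 to 135 CPM for *Fgf2*, all above the highest AAV::eGFP library at 22.0 CPM. *Edn2* (chromosome 4, 120018403 to 120024557, plus strand) rose from 9.88 ± 5.07 to 34.9 ± 13.5 CPM (log2FC 1.92, SE 0.30, adjusted *p* = 0.0033 from limma with BH adjustment), and *Egln1* (chromosome 8, 125635308 to 125676865, minus strand) from 105 ± 9.02 to 266 ± 60.6 CPM (log2FC 1.30, SE 0.12, adjusted *p* = 1.8e-04). *Pfkfb3* (chromosome 2, 11476244 to 11558888, minus strand) rose from 41.5 ± 4.23 to 82.5 ± 13.4 CPM (log2FC 0.98, SE 0.10, adjusted *p* = 2.7e-04). The HIF1 target *Bnip3* (chromosome 7, 138490690 to 138511253, minus strand), which shares 6.38% of its 50-base words with the pseudogene *Gm16439*, rose from 124 ± 8.19 to 244 ± 36.1 CPM (log2FC 0.98, SE 0.09, adjusted *p* = 1.7e-04). Of the 6 genes, all were upregulated in each of the 10 fits that left out a library. *Edn2* was not called with the *Xist* class as a covariate (log2FC 1.26, adjusted *p* = 0.069 from limma). With *Xist* libraries alone, a comparison chosen after the data were seen, *Edn2* (1.25, adjusted *p* = 0.15 from limma) and *Fgf2* (1.88, adjusted *p* = 0.070) were not called. Both settings rest on the 2 AAV::eGFP libraries that had *Xist* counts.

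**Figure D5:**
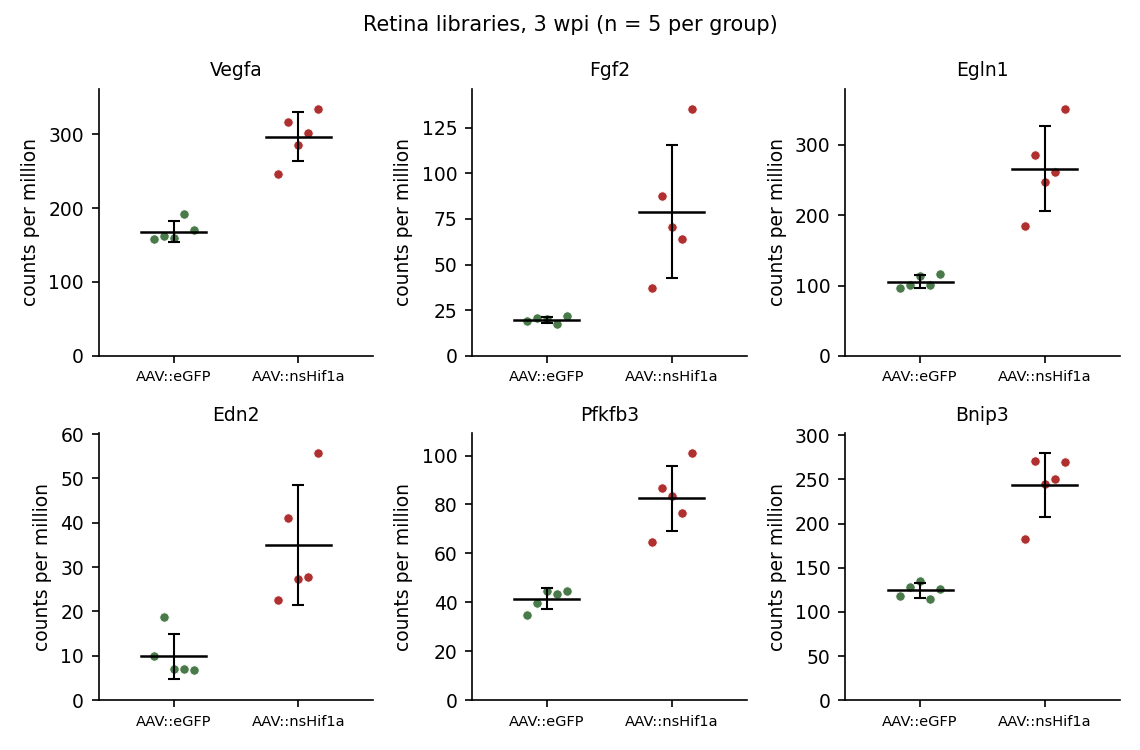
CPM (y axes, from 0) of *Vegfa*, *Fgf2*, *Egln1*, *Edn2*, *Pfkfb3* and *Bnip3* in each retinal library at 3 wpi (points) with the group mean (line) and SD (bars, n = 5 per group), AAV::eGFP in green and AAV::*nsHif1a* in red. For each gene the lowest AAV::*nsHif1a* library lies above the highest AAV::eGFP library, as 246 against 192 CPM for *Vegfa*.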

With progression of the disease, the RPE deteriorated and disappeared in patches at 22 wpi, resembling geographic atrophy in the transduced but not in the non-transduced area of the retina (Fig. 4C).

**Fig. 4:**
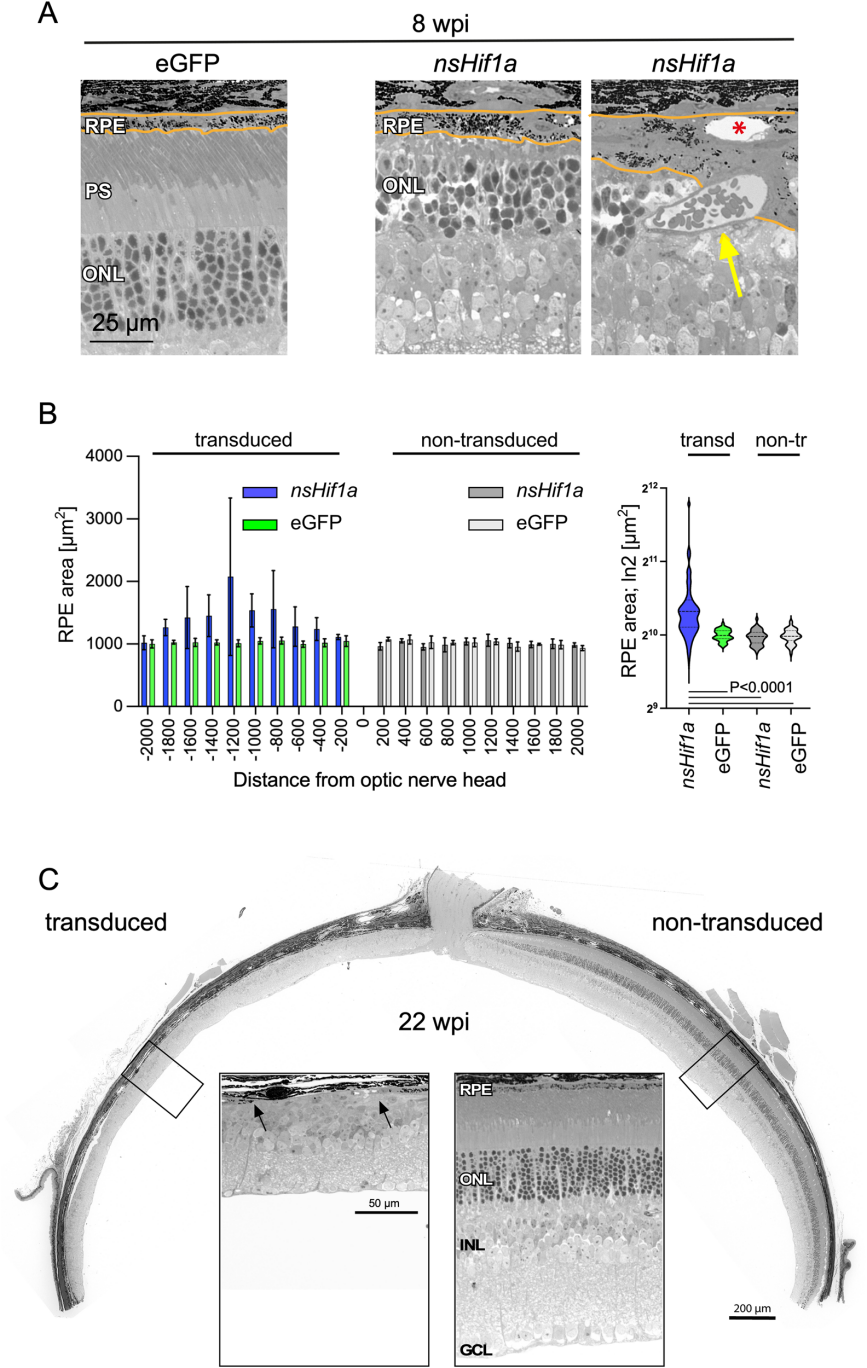
RPE disruption by chronic HIF1 activity in rods. **A** Morphology of the outer retina at 8 wpi of mice injected with AAV::eGFP or AAV::*nsHif1a*, as indicated. Orange lines indicate RPE boundaries. Yellow arrow: blood vessel invading the RPE layer. Red star: large vesicle in the RPE. **B** Quantification of the RPE area on a length of 200 µm on the transduced and non-transduced sides of the optic nerve head. Blue and dark gray bars: quantification of the RPE areas in mice injected with AAV::*nsHif1a*. Green and light gray bars: quantification of the RPE areas in mice injected with AAV::eGFP. Shown are means ± SD of *N* = 4. Violin plots of all data points from the bar graph. Color coding as in the bar graph. *P* value as indicated. One-way ANOVA with Tukey’s multiple comparisons test. **C** Retinal panorama at 22 wpi of a mouse injected with AAV::*nsHif1a*. The transduced and non-transduced areas are indicated. Insets show magnifications of the boxed areas. Black arrows mark a region without RPE. Scale bars: as indicated. RPE retinal pigment epithelium, ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer. *N* = 3.

### Chronic HIF1 activity in rods causes a phenotype corresponding to MNV type 3

Cells in the inner retina receive nourishment from the capillary networks present in the superficial (SP), intermediate (IP), and deep (DP) vascular plexi. Photoreceptors and the RPE are supported by the blood in the vessels of the choroid (C) (Fig. 5A). Fluorescence angiography showed diffuse vascular leakage in the retina of rod-*nsHif1a* mice at 4, 6 and 22 wpi (Fig. 5B, Supplementary Fig. S1) indicating that the vessels detected in the outer retina (Fig. 4) were leaky. Fundus imaging and OCT scans showed pigmentation deficits with pale areas that correlated with hyperreflective OCT spots, indicating irregular morphology and thinning of the outer retina (Fig. 5B). The thinning of the photoreceptor layer was progressive and resulted in a complete loss of the ONL and a partial loss of the RPE at 22 wpi (Supplementary Fig. S1). The vessels detected in the outer retina (Fig. 4) penetrated the ONL as well as the outer segments and occasionally invaded the RPE (Fig. 5C). In rare cases, these vessels appeared to have crossed the Bruch’s membrane (Fig. 5D). Three-dimensional reconstructions of the retinal vasculature in flatmounts from rod-*nsHif1a* mice at 8 wpi suggested that the neovascular vessels originated in the deep capillary plexus and were exclusively found in the transduced retinal region where rods expressed the normoxia-stable HIF1A protein (Fig. 5E).

**Fig. 5:**
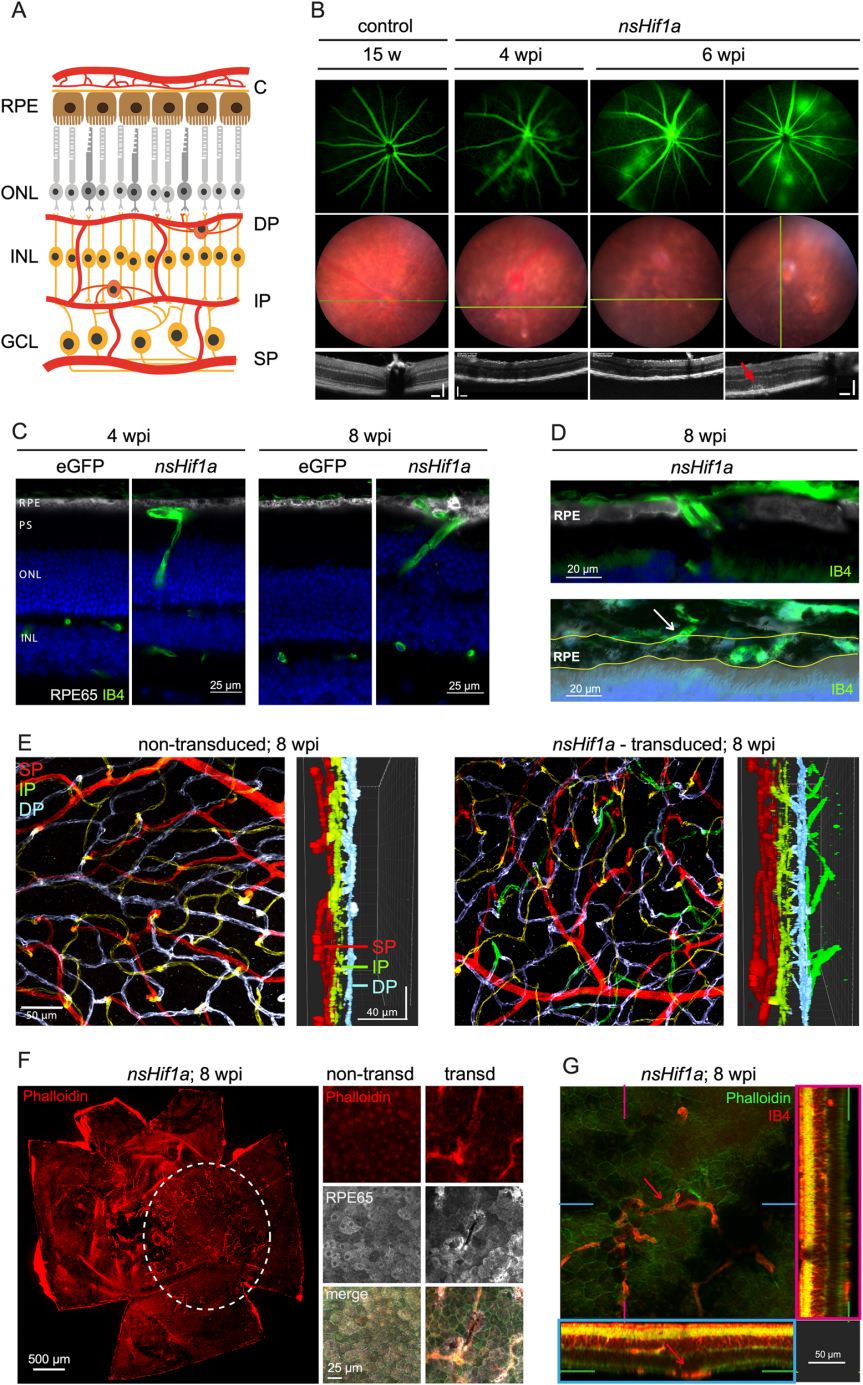
Type 3 neovascularization induced by chronic HIF1 activity in rods. **A** Schematic representation of the nuclear layers and vascular plexi in the mouse eye. RPE retinal pigment epithelium, ONL outer nuclear layer, INL inner nuclear layer, GCL ganglion cell layer, C choroid, DP deep plexus, IP intermediate plexus, SP superficial plexus. **B** Retinal angiography (top), fundus image (middle) and OCT (bottom) of a non-injected wild type mouse at 15 weeks of age and of AAV::*nsHif1a* injected mice at 4 and 6 wpi. Red arrow indicates hyperreflective spot in in the subretinal space. Green lines: position of OCT scans. Scale bars: 100 µm. **C** Immunofluorescence for RPE65 (white) and vessels (green, isolectin-B4) of retinas injected with AAV::eGFP and AAV::*nsHif1a* at 4 and 8 wpi. Scale bar: 25 µm. **D** Higher magnifications of the RPE65 (white) and isolectin-B4 (green) stained retinas of AAV::*nsHif1a* injected mice at 8 wpi. White arrow: blood vessel likely penetrating the Bruch’s membrane. Yellow lines: borders of the RPE. **E** Retinal flat mounts of a non-transduced (left) and an AAV::*nsHif1a* transduced area (right). Flatmounts were stained for vessels (IB4) which were artificially colored in red (superficial plexus), green (intermediate plexus) and blue (deep plexus). Vessels grown into the outer retina are shown in darker green. Side views have been generated from z-stacks. Scale bars: as indicated. **F** RPE flatmount from an AAV::*nsHif1a* injected mouse stained with isolectin-B4 for vessels (red). The white dotted line indicates the transduced area. High-magnification images show the non-transduced (left) or the transduced (right) area that was stained for vessels (IB4, red), the RPE (RPE65, gray) and actin filaments (phalloidin, green). Scale bars: as indicated. **G** Combined RPE/retina flatmount showing an area transduced with AAV::*nsHif1a* at 8 wpi. Vessels (IB4, red), actin filaments (phalloidin, green). Pink and blue lines mark the positions of the side views (denoted by pink and blue boxed areas). Green lines in the side views indicate the position of the RPE. Red arrow: large vessel within the RPE. Scale bar: 50 µm.

RPE flatmounts from rod-*nsHif1a* mice further confirmed the presence of vessels within the RPE layer in the transduced nasal region of the eye (Fig. 5F). Phalloidin and RPE65 staining demonstrated that the RPE integrity was disrupted in the transduced area (Fig. 5F) suggesting that the chronic HIF1 activity in rods affected not only the photoreceptor layer but also the adjacent RPE cells. Confocal microscopy of combined retinal and RPE flatmounts stained with phalloidin and isolectin-B4 showed that the vessels that originated from the deep capillary plexus (see above) extended to the subretinal space/RPE layer, forming a new incomplete vascular plexus inside of the RPE layer (Fig. 5G, Supplementary Fig. S1). Collectively, these data suggest that chronic HIF1 activity in rods not only affected photoreceptor survival but also induced formation of new vessel resembling type 3 neovascularization and affected RPE cell integrity.

## Discussion

Angiogenesis, the process of capillary outgrowth from the pre-existing vasculature, is strongly driven by ischemia and hypoxia [47] and is the major complication in nAMD [48]. Here we show that chronic HIF1 activity in healthy adult rods induces the expression of angiogenic factors including VEGFA and FGF2, causes progressive retinal degeneration and RPE disruption, and is sufficient to induce MNV type3-like angiogenesis in the adult mouse retina.

Our data suggest that HIF1 is a major driver of neovascularization in the retina and may be an interesting target for therapy. This is further supported by reports demonstrating a protective effect of genetic inactivation or RNAi-mediated silencing of *Hif1a* in rods in models of chronic hypoxia [34, 49]. Nonetheless, it is important to consider other results that have indicated a protective effect of HIF activation, e.g. in models of NaIO_3_-induced retinal degeneration [36], retinal detachment [50] or retinitis pigmentosa [37] demonstrating that the consequences of HIF1 activity in photoreceptors may depend on the (patho)physiological context of the retina. The loss of photoreceptors in mouse models of RP reduces oxygen consumption in the outer retina resulting in localized tissue hyperoxia, which may further contribute to degeneration [51, 52]. In such a context, HIF1 activation may help to restore a more balanced metabolic state exerting a protective effect on otherwise compromised photoreceptors. We therefore speculate that the shift in cell metabolism induced by HIF1 activation may be beneficial in situations of acute severe oxidative stress or gene mutations that directly affect photoreceptor homeostasis in the absence of hypoxia.

In AMD, however, tissue hypoxia develops slowly over years and HIF transcription factors may be chronically activated leading to photoreceptor stress and cell death. Counteracting HIF activity in this situation may reduce chronic cell stress and support long-term cell survival.

Several animal models with elevated endogenous HIF1 levels have been developed. These models are primarily based on the inactivation of VHL or prolyl hydroxylases (PHDs), which prevents HIF1A degradation under normoxic conditions [35, 53–55]. These models do not show neovascularization when activated in the adult retina. A major difference between these models and the *nsHif1a* mice presented here is the nature of the induced HIF1A protein. The asparagine present in the CTAD of stabilized endogenous HIF1A can be hydroxylated by FIH, reducing its transcriptional activity in normoxia [22, 23] and resulting in only a moderate upregulation of angiogenic factors [56], which may not be sufficient to induce neovascularization. In contrast, the nsHIF1A protein used here carries the N813A mutation in the CTAD, which prevents hydroxylation by FIH making the nsHIF1A protein more transcriptionally active in normoxia. As a result, HIF1 target genes are highly transcribed, leading to the production of high levels of pro-angiogenic factors and other proteins that cause the strong neovascular phenotype observed after delivery of the *nsHif1a* gene to adult normoxic rods.

The phenotype in the rod-*nsHif1a* mice strongly resembles MNV type 3 that is observed in more than 20% [11] of nAMD patients: the new vessels originate in the deep vascular plexus, grow towards the outer retina and invade the RPE. However, and in contrast to MNV3 in AMD patients, the newly formed vessels rarely breached Bruch’s membrane. Since expression of the *nsHif1a* gene was restricted to rod photoreceptors, we speculate that the absence of increased HIF activity in the RPE in our model (but not in AMD eyes) prevented production of factors necessary for vessels to grow further towards the choroid.

Several mouse models have been published that show abnormal vessel growth in the retina. Many of these models are related to the hypoxic response and are based on the genetic inactivation of *Vhl* in several retinal cell types in addition to photoreceptors, or on the overexpression of *Vegfa* [57]. However, the genetic modifications in these models are already active early after birth and therefore interfere with postnatal retinal development, including the formation of the three vascular plexi in the retina. The resulting early pathology is therefore mixed with developmental processes and may not accurately represent the mechanisms causing neovascularization in the aged eyes of AMD patients. By expressing *nsHif1a* in rods of the adult retina, we have avoided this complication and present a model that allows for the specific analysis of neovascular processes in the adult retina and the testing of therapeutic interventions. Furthermore, the slow degeneration of the retina in *rod*^*ΔVhl*^ mice may be caused by a metabolic shift in photoreceptors [58], while the fast degeneration in rod-*nsHif1a* mice appears to be mainly driven by neovascularization. The pathologies in the two mouse models resemble the slowly developing geographic atrophy and the fast-progressing degeneration in neovascular AMD. Because both pathologies are driven by HIF transcription factors, the data suggest that therapies targeting HIF activity early in disease development or progression may be beneficial for patients suffering from either form of AMD.

## Materials and methods

### Mice

Wild-type 129S6 mice were tested by PCR to be free of the rd8 mutation and maintained as breeding colonies at the Laboratory Animal Service Center (LASC) of the University Zürich under a 14/10-hour light-dark cycle with an average light intensity of 60-150 lux at cage level. Mice had access to food and water *ad libitum*. For tissue sample preparations, mice were euthanized using CO_2_ followed by decapitation.

### Ethics

All experimental procedures were conducted in accordance with “The Association for Research in Vision and Ophthalmology” statement on animal use in ophthalmic and vision research, as well as the regulations of the ethics committee of the veterinary authorities of the Kanton Zurich, Switzerland (license number: ZH105/2022).

### Cloning and virus production

The pcDNA3 *mHif-1a* MYC (P402A/P577A/N813A) plasmid encoding the normoxia-stable HIF1A (*nsHif1a*) with a Myc-tag was a gift from Celeste Simon (Addgene plasmid # 44028) [38]. The *nsHif1a* sequence was cloned into an AAV plasmid backbone containing mOP, a mouse rhodopsin promoter (a gift from Sanford L. Boye) [40]. The control virus was generated using the sequence for enhanced eGFP in place of the *nsHif1a* DNA sequence. All AAVs were produced by the Viral Vector Facility of the Neuroscience Center Zurich. The mOP-*nsHif1a* and mOP-eGFP DNA constructs were packaged in the AAV2(QuadYF+TV;7m8)/2 capsid [59]. To test the *nsHif1a* gene in cells we exchanged the mOP promoter with a human cytomegalovirus (CMV) immediate early enhancer and promoter and used a pcDNA CMV-eGFP plasmid for control transfections.

### Cell culture and transfection

Mouse retinoblastoma-derived 661 W cells [39] were cultured in 100 mm cell culture dishes using Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, LifeTechnologies, Zug, Switzerland) supplemented with 10% fetal bovine serum (Gibco), and 10,000 U/ml penicillin-streptomycin (Gibco). The cells were maintained in a sterile, humidified environment at 37 °C in 21% O_2_ and 5% CO_2_. Transfections were performed using 1 µg plasmid and the lipofectamine 3000 transfection reagent (Thermo Fisher Scientific, Waltham, MA USA). Cells were harvested 20 h after transfection for RNA isolation or fixed for immunofluorescence.

### Subretinal AAV injections

Injections were performed between postnatal days 29–32 as described [60]. Briefly, the pupils of the mice were dilated with Mydriaticum Dispersa 0.5% (Omni Vision AG, Neuhausen am Rheinfall, Switzerland) and Neosynephrin 5% (Ursapharm Schweiz GmbH, Hünenberg, Switzerland). Animals were anesthetized with a subcutaneous injection of ketamine (85 mg/kg; Parke-Davis, Berlin, Germany) and xylazine (10 mg/kg; Bayer AG, Leverkusen, Germany). Lacrinorm (Bausch & Lomb Swiss AG, Zug, Switzerland) was applied to keep the eyes moist during the procedure. The mice were placed on a heating pad set to 37 °C and their heads were stabilized using a stereotactic adapter (Hugo Sachs Elektronik - Harvard Apparatus GmbH, March-Hugstetten, Germany) [61]. After puncturing the temporal sclera just below the ora serata with a 30 G needle, a total of 1 × 109 viral genomes in 1 µl volume was injected subretinally using a 5 µl Hamilton syringe (Hamilton Bonaduz AG, Bonaduz, Switzerland), mounted on a micromanipulator (H. Saur Laborbedarf, Reutlingen, Germany). To facilitate visualization and control during the injections, fluorescein (1 mg/mL, Akorn Inc., IL, USA) was added to the injection solution at a concentration of 10%. After the injections, anesthesia was reversed with atipazemol (2 mg/kg; Graeub, Bern, Switzerland) and the mice were kept on a heating pad until fully awake. Injections were checked after two weeks by fundus imaging and OCT scans using the Micron IV system (Phoenix Research Labs, Pleasanton, CA, USA, see below). Eyes with injection-related complications such as hemorrhages, retinal degeneration or persistent retinal detachment were excluded from the study at this time point. No randomization was used.

### Fundus imaging, OCT and retinal angiography

Pupil dilation was performed as described above. The subcutaneously injected anesthetic solution used for the imaging procedure included acepromazine (3 mg/kg, Fatro S.p.A., Ozzano Emilia, Italy) in addition to ketamine and xylazine. A drop of 2% Methocel (Omni Vision AG, Neuhausen am Rheinfall, Switzerland) was applied to keep the eyes moist during the procedure. For angiography, 50 µl of 2% fluorescein (0.1 mg/mL, Akorn Inc., IL, USA) was injected intraperitoneally. Fundus images, fluorescein fundus images and OCT scans were acquired using the Micron IV system (Phoenix) as previously described [62].

### Retinal morphology

Eyes were marked dorsally, enucleated, and fixed in glutaraldehyde (2.5% in cacodylate buffer) for 12–16 h at 4 °C. Fixed eyes were trimmed, postfixed in 1% osmium tetroxide, and embedded in EMbed 812 (Biolyst Scientific, Morgantown, US) as described previously [63]. Retinal cross sections of 0.5 µm thickness were cut through the optic nerve head, stained with toluidine blue, and analyzed by light microscopy (AxioImager Z2, Carls Zeiss AG, Feldbach, Switzerland). Photoreceptor segment lengths and ONL thickness were measured on reconstructed retinal panoramas at defined positions from the optic nerve head using the ruler tool in Adobe Photoshop CS6 (Adobe Systems, Inc.). To quantify RPE areas, measurements (in µm^2^) were taken at 200 µm intervals along a 200 µm length using the freehand area selection tool in ImageJ (version 1.54f). For the Student’s *t* test, all datapoints from the transduced areas of all mice injected with *nsHif1a* or eGFP were used.

### Immunofluorescence

Eyes were marked at the dorsal limbus, enucleated, and fixed in 4% paraformaldehyde (PFA) in PBS for 10 min. After puncturing the cornea with a 21 G needle, the eyes were further fixed in PFA at 4 °C for 1.5 to 2 h. Subsequently, the cornea and lens were removed, and the eyeballs fixed in PFA for an additional 10 min. The fixed eyes were cryoprotected in 30% sucrose for 2 h at 4 °C and embedded in tissue freezing medium (Leica Biosystems, 81-0771-00). 12-µm thick sections were cut using a Leica cryostat (Biosystems Switzerland AG, CM1860). Immunolabelling was performed with primary antibodies (Table 1) that were incubated with the sections overnight at 4 °C in a blocking solution containing 3% normal goat serum (Sigma-Aldrich) and 0.3% Triton X-100 (Sigma-Aldrich) in phosphate buffer. Sections were washed three times with PBS and incubated with appropriate secondary antibodies in blocking solution for 1 h at room temperature. Sections were washed once with PBS, counterstained with DAPI and after two additional washing steps, slides were mounted using Mowiol (Carl Roth GmbH, Karlsruhe, Germany) and imaged (AxioImager Z2, Carls Zeiss AG).

**Table 1:** Primary antibodies and IB4.

Antibody	Cat. number	Vendor	Application	Dilution
Myc-Tag	#2276	Cell Signaling	Immunofluorescence	1:1000
ARR3	AB15282	Merck Millipore Chemicals	Immunofluorescence	1:500
GFAP	G3893	Sigma-Aldrich	Immunofluorescence	1:250
IB4	I21413	Invitrogen	Immunofluorescence	1:100
RPE65	Pin-5; custom made	Pineda	Immunofluorescence	1:500
Phalloidin	A12379	Invitrogen	Immunofluorescence	1:200
IBA1	019-19741	Wako	Immunofluorescence	1:500
RHO	O4886	Sigma-Aldrich	Immunofluorescence	1:200
HIF1A	NB100-479	Novus Biologicals	Western blotting	1:1000
ACTB	A5316	Sigma-Aldrich	Western blotting	1:10000

### Whole mounts

Whole mounts of the RPE with or without the retina were performed as previously described [64]. Briefly, eyes were marked dorsally, isolated, and incubated in 2% PFA in PBS for 10 min. After puncturing the cornea with a 21 G needle, the eyes were further fixed in 2% PFA for 20 min before being transferred to PBS. The cornea and lens were removed, and the eyes were dissected and cut into cloverleaf structures in PBS. Depending on the type of whole mount preparation, the retina was or was not separated from the RPE. The whole mounts were further fixed in 4% PFA in PBS for 1 h, then blocked for 2 h in a blocking solution containing 3% NGS, 0.3% Triton X-100 in PBS. Whole mounts were incubated overnight with primary antibodies (Table 1) in blocking solution. After washing, the samples were incubated with appropriate secondary antibodies for 2 h, washed, mounted on glass slides, and prepared for analysis. Whole mounts were analyzed using a confocal microscope (Axio Observer.Z1/7 Carls Zeiss AG, Feldbach, Switzerland). The different vascular plexi were manually color coded in ImageJ (version 1.54 f) and 3D reconstructions and sectional images were generated using Imaris Viewer (version 10.0.0, Oxford Instruments, Abingdon, UK).

### RNA isolation, cDNA synthesis and semi-quantitative real-time PCR

Retinas were isolated through a corneal incision and snap-frozen in liquid nitrogen. RNA isolation, cDNA synthesis and semiquantitative real-time PCR were performed as described [65]. Briefly, RNA was isolated from tissues or cells using an RNA isolation kit (NucleoSpin RNA, Macherey-Nagel GmbH & co.KG, Düren, Germany). First-strand cDNA was synthesized using M-MLV reverse transcriptase (Promega, Dübendorf, Switzerland), oligo-dT primers and 1 μg of total RNA. Gene expression was analyzed by semiquantitative real-time PCR (QuantStudio 3, Thermo Fisher Scientific, MA, USA) using 10 ng of cDNA template and PowerUp SYBR green master mix (Thermo Fisher Scientific). Primers (Table 2) were designed to span large intronic regions and avoid known SNPs in the mouse sequence. β-Actin (*Actb*) was used as housekeeping gene for normalization and relative expressions were calculated using the comparative threshold cycle method (2^-ΔΔCT^) [66]. Expression levels were tested for each gene individually using Student’s *t* tests.

**Table 2:** Primer sequences for real-time PCR.

Gene	Forward primer (5’-3’)	Reverse primer (5’-3’)
*Actb*	CAACGGCTCCGGCATGTGC	CTCTTGCTCTGGGCCTCG
*Bnip3*	CCTGTCGCAGTTGGGTTC	GAAGTGCAGTTCTACCCAGGAG
*Edn2*	AGACCTCCTCCGAAAGCTG	CTGGCTGTAGCTGGCAAAG
*Egln1*	GCAGCATGGACGACCTGAT	CAACGTGACGGACATAGCCT
*Fgf2*	TGTGTCTATCAAGGGAGTGTGTGC	ACCAACTGGAGTATTTCCGTGACCG
*Hif1a*	GTCTCCTTTACCTTCATCGGA	GGATTCTTTGCCTCTGTGTCT
*Pfkfb3*	TCGCCGAATACAGCTACGAA	AGCGAGTCAGCTTCTTGGAG
*Slc2a3*	AGGTCACCCAACTACGTCCA	CACCCGCGTCCTTGAAGATT
*Vegfa*	ACTTGTGTTGGGAGGAGGATGTC	AATGGGTTTGTCGTGTTTCTGG

### Transcriptomics and data analysis

mRNA from 661 W cells and murine retina was prepared using Illumina Stranded mRNA Prep to generate antisense paired-end reads. Sequencing was performed on an Illumina NovaSeq X Plus (Illumina, Eindhoven, Netherlands) at the Functional Genomics Center Zurich (FGCZ, University of Zurich, Zurich, Switzerland). Data were processed in R (v4.4.3) as follows: a custom index of the mouse reference genome (GRCm39, primary assembly only) was built using Rsubread (v2.18.0), and reads were aligned with align() using gencode M36 basic annotation. Gene-level quantification was performed with featureCounts() (Rsubread), using antisense strand-specific mode and the same GTF annotation.

Genes with low expression were filtered using filterByExpr() in edgeR (v4.2.2), with a minimum count threshold derived from the library size. Normalization was performed with normLibSizes(), and expression values were transformed using voomWithQualityWeights() from limma (v3.60.6). Linear modeling was done with lmFit() and contrasts defined to compare data. Differential expression was determined using an adjusted *p*-value (FDR) of <0.05 and a |log₂FC| > 0.5. Gene set enrichment analysis was performed using fgsea (v1.30.0) with mouse-specific gene sets from MSigDB v7.5.1 (Hallmark, GO BP, GO MF, GO CC, KEGG). Genes were ranked by moderated *t*-statistics. Visualization was done with ggplot2 (v3.5.1), ComplexHeatmap (v2.20.0), and VennDiagram (v1.7.3).

### Protein isolation and Western blotting

Isolated retinas were transferred into 200 μl Tris-HCl (100 mM, pH 8.2, 4 °C) and homogenized by sonication (10 pulses of 0.3 s and 30% amplitude) with an ultrasonic homogenizer (Branson 450 Digital Sonifier). Samples were centrifuged at 1000 relative centrifugal force (RCF) for 10 min at 4 °C and the supernatant was transferred into a new tube. Protein concentrations were measured with the Pierce BCA Protein Assay Kit (Pierce^TM^, Thermo Scientific) according to manufacturer’s instructions. Protein samples were stored at −20 °C until further use. The protein homogenate was mixed with 1/3 volume of 4x sample buffer (250 mM 1 M Tris/HCl (pH 6.8), 20% glycerol, 4.6% SDS, 0.04% bromophenol blue, 10% 2-mercaptoethanol) and heated at 85 °C for 10 min. 20 μg of protein were run on a 10% SDS PAGE and blotted onto a nitrocellulose membrane using the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories, Hercules, CA, USA). The membrane was blocked in 5% nonfat dry milk (Bio-Rad) in TBST (Tris-Buffered Saline with 0.1% Tween) for 1 h at RT and incubated with the primary antibody for 36 h at 4 °C. Following three washing steps with TBST, the membrane was incubated with the secondary antibody for 1 h at RT. Membranes were washed with TBST and secondary antibodies were detected by chemiluminescence (PerkinElmer, Waltham, MA, USA) using X-ray films (Fujifilm, Minato, Japan).

## Supplementary information

Table S1

Table S2

Table S3

Table S4

Table S5

Figure S1

Figure S2

Supplemental figure legends

Supplemental file 1

Supplementary information

## Data Availability

Transcriptomic data are deposited in GEO and are accessible through the GEO Series accession number GSE296005. R-scripts and codes are available from the authors on request.

# Supplementary material for: HIF1 activity in photoreceptors drives type 3 neovascularization and retinal atrophy in a new mouse model of age-related macular degeneration
**Source:** Cell Death Dis. 2025 Oct 6;16(1):687. doi: 10.1038/s41419-025-08028-7
**Supplement:** Supplementary file 8 — Supplemental figure legends

**Supplemental figure legends**

**Figure S1: Retinal phenotype of *nsHif1a* mice at 22 wpi. (A)** Retinal angiography (top), fundus image (middle) and OCT (bottom) of an AAV::*nsHif1a* injected mouse at 22 wpi. Green line: position of the OCT scan. Scale bars: 100 µm. **(B)** Immunofluorescence of retinal sections at 22 wpi of a mouse injected with AAV::*nsHif1a*. Shown are the non-transduced and the transduced areas. Top row: ARR3 (green) and RHO (red); middle row: IBA1 (green) and GFAP (red); bottom row: RPE65 (green) and IB4 (red). Blue: DAPI. Magnifications of boxed areas are shown on the right. *: activated microglia. White arrows: vessels within the RPE. Arrowheads: GFAP in activated Müller glia. Scale bars: 50 µm.

**Figure S2: Biological processes enrichment analysis in cells and retina expressing *nsHif1a*.** GO enrichment analysis of the 34 genes found upregulated in both *nsHif1a*-transfected 661W cells and retinas injected with AAV::*nsHif1a*.

# Supplementary material for: HIF1 activity in photoreceptors drives type 3 neovascularization and retinal atrophy in a new mouse model of age-related macular degeneration
**Source:** Cell Death Dis. 2025 Oct 6;16(1):687. doi: 10.1038/s41419-025-08028-7
**Supplement:** Supplementary file 10 — Supplementary information

**SUPPLEMENTARY INFORMATION**

**Figure S1: File type: png**

Retinal angiography, fundus image, OCT and morphology of *nsHif1a* mice at 22 wpi show vascular leakage, retinal degeneration with the loss of photoreceptors, and neovascular vessels infiltrating the RPE.

**Figure S2: File type: png**

Biological processes enrichment analysis in cells and retina expressing *nsHif1a*. GO enrichment analysis of the 34 genes found upregulated in both *nsHif1a*-transfected 661W cells and retinas injected with AAV::*nsHif1a*.

**Table S1: File type: xlsx**

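The paper's Table S1 gives the log2FC and adjusted *p*-value of each gene with an adjusted *p*-value under 0.05 in the retina, without a fold change threshold. The paper lists 631 genes with a positive and 471 with a negative log2FC, and the counts as processed here gave 625 and 466. Past a log2FC of 0.5 in either direction, the paper lists 199 and 167 genes, of which 196 and 161 were also called here. The log2FC of the shared upregulated genes differed from the paper's by 0.017 at most.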

Differentially upregulated genes in rod-nsHif1a retinas.

**Table S2: File type: xlsx**

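The paper's Table S2 gives the same quantities for the transfected cells. The paper lists 334 genes with a positive and 58 with a negative log2FC, where 329 and 68 were obtained here. Past the log2FC threshold, the paper lists 195 and 10 genes, of which 190 and 10 were called here. The largest difference in log2FC among the shared upregulated genes was 0.022.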

Differentially upregulated genes in 661W cells after transfection with nsHif1a.

**Table S3: File type: xlsx**

Overlapping upregulated genes in rod-nsHif1a retinas and 661W cells after nsHif1a transfection.

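The paper's Table S3 lists the genes that pass both thresholds in both experiments. All 33 genes upregulated in both here are among the paper's 34. The gene not called here is *P4ha2*, a HIF target that codes for a subunit of prolyl 4-hydroxylase. It was upregulated in the retina (log2FC 0.59, SE 0.08, adjusted *p* = 0.0019 from limma with BH adjustment), and in the cells its log2FC of 0.497 (SE 0.08, adjusted *p* = 0.013) lay below the threshold of 0.5, where the paper's reported value is 0.503. With the replicate number as a block, it was 0.51 (adjusted *p* = 0.0029).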

**Table S4: File type: xlsx**

Gene Set Enrichment Analysis (GSEA) of differentially regulated genes in rod-*nsHif1a* retinas*.*

**Table S5: File type: xlsx**

Gene Ontology (GO) term 'Biological Processes' (BP) of differentially regulated genes in rod-*nsHif1a* retinas*.*

**Supplemental file 1: File type: png**

Original western blots, Figure 2B.

How the deposited data were processed for this re-analysis (not part of the article)

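RNA from retinas of mice injected with AAV::*nsHif1a* or AAV::eGFP (5 mice per group, 3 wpi) and from photoreceptor-like cells transfected with *nsHif1a* or eGFP (4 libraries per group, 20 h) was analysed. Samples were assigned to groups from their labels and the paper. The mouse strain named in the paper's methods differs from the one in the labels of the retinal samples. Which strain was used is not known, and the labels give the same strain for both groups. The authors made stranded libraries, aligned the paired-end reads to the primary assembly of GRCm39 with Rsubread and counted them per gene with featureCounts in antisense strand-specific mode, using the gencode M36 basic annotation. The authors deposited 1 table of whole-number counts per experiment, without filtering or normalization. Because the counting used the strand, genes that overlap on opposite strands were counted apart, whereas reads shared by near-identical genes can be split or lost. The depth ranged from 12898220 to 17809585 counts per library, and 3 counts corresponded to 0.168 to 0.233 CPM, which covers counting error only.
From the deposited counts, low genes were removed with filterByExpr (minimum count 10), library sizes were scaled by TMM with edgeR 4.0.16, and values from voomWithQualityWeights were fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3. The paper's methods name the same functions in other versions. Genes were called at an adjusted *p*-value (Benjamini-Hochberg) under 0.05 and an absolute log2FC above 0.5. CPM values are scaled by TMM, and log2 CPM values use a prior count of 2. Limma's camera, with an inter-gene correlation of 0.01, was used for sets of genes, and exact permutation tests for the mean of a panel over libraries. The overlap between experiments was tested with Fisher's exact test over the genes tested in both, and the difference between the 2 effects with an interaction term over all 18 libraries. The procedures were tested on simulated counts in which 200 genes were changed 2-fold. The counts were drawn independently for each library, without the replicate sets, sexes or lens counts of the real libraries.
Coordinates were taken from the gencode M39 annotation of GRCm39, which held 78168 of the genes in the count tables. The share of 50-base words that the transcripts of a gene have in common with other genes was computed from the same annotation. Marker panels were written by hand from general knowledge of HIF targets, ER stress, interferon responses and retinal cell types. The genes named in the text were fixed by a rule. They are the genes named in the paper's text, volcano plots and heat maps, the genes of Table S3, the 10 genes per experiment with the largest absolute log2FC among those past both thresholds whose groups do not overlap, and the genes of the panels. Genes named outside this rule were chosen after their values were seen. Among these are the genes of Tables S1 and S2 called in the paper alone, the genes that share sequence with a named gene, and the γ-crystallin genes.
The replicate numbers that pair the libraries of the 2 groups come from the sample labels. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, voom without sample quality weights, other size factors, other filters on low counts, other fold change thresholds, the replicate number as a block, the *Xist* class of the retinal libraries as a covariate, the omission of X and Y chromosome genes or of pseudogenes, other gene set tests and the omission of each library in turn. Others were added after the data were seen. These were the retinal libraries with *Xist* counts alone, the γ-crystallin mean as a covariate, replicates 1 and 2 against 3 and 4 as a covariate, the sum of the counts of each of these pairs, the block for the leading-edge lists, the Reactome sets and the interaction of retina and cells, and the *Xist* class for the Reactome sets. The complete hallmark and gene ontology sets were not used here, so the paper's enrichment analysis was not repeated.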

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

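Of the tests in this part, those on genes near 0 counts, on *Bnip3*, *Nos2* and the erythrocyte genes, on reads shared by *Gpr15lg* and *Smtnl2*, on the scale factor between experiments, on vector transcripts and on RNA of both sexes were chosen only after the result was seen.
A single library lay far from the others of its group in 9 of 98 groups tested, where about 1 in 20 groups does so by chance. The gap to the nearest library, as a share of the range of the group in log2 CPM, was 1.00 for *Adm2* (retina, AAV::eGFP 5), 0.718 for *Gpr15lg* (retina, AAV::eGFP 2), 0.724 for *Gm70539* (retina, AAV::eGFP 5), 1.00 for *Stc1* (cells, eGFP 2), 0.841 for *Atp7b* (cells, eGFP 2) and 0.923 for *Tph1* (cells, eGFP 4). These genes had 0 to 2 counts per library in these groups for *Adm2*, *Stc1*, *Atp7b* and *Tph1*, and up to 6 for *Gm70539*. The gap for these 5 genes amounts to a few counts. For *Gpr15lg* the highest count in the AAV::eGFP libraries was 16, but AAV::eGFP 2 itself had 3, so low counts are not ruled out there. No biological explanation was tested for these 6 gaps.
*Bnip3* was lower in AAV::*nsHif1a* library 1 (2435 counts, others up to 4305, gap 0.745). The mean of the HIF targets without *Bnip3* was also the lowest of the group in this library (rank 1, 6.60 log2 CPM in a range up to 7.05), so less HIF activity in this retina is a candidate explanation. A smaller transduced area was not tested. *Nos2* was lower in *nsHif1a* library 4 of the cells (105 counts, others up to 173, gap 0.898). This library ranked 3 from the lowest of 4 for the HIF targets, which goes against less HIF activity as the cause. The erythrocyte panel was higher in AAV::*nsHif1a* library 4 of the retina (5.97 against 3.29 to 3.70 log2 CPM, gap 0.848). All 4 of its genes were highest there, which blood in the library would give, but the panel was chosen by the same values and the test cannot separate the explanations.
The effects of *nsHif1a* in the retina and the cells differed for 489 genes (adjusted *p*-value under 0.05, limma's interaction term with Benjamini-Hochberg adjustment). Of 100 drawn pairs of splits of the libraries, the real one included, 1 gave as many genes, and the largest other pair gave 474. In a model with the replicate number of the cells as a block, added after the data were seen and not set against the splits, 705 genes differed. The other pair with 474 genes came close to the 489, so the number of genes is weak evidence and single genes carry more. Whether the structure of the cell libraries or part of the real contrast produced the 474 was not tested. The log2 difference, retina minus cells, was -3.29 for *Hif1a*, -0.90 for *Bnip3*, -1.36 for *Slc2a3* and 0.89 for *Egln1*, with adjusted *p*-values of 3.5e-10, 0.014, 7.5e-04 and 0.017 from limma, and 4.9e-11, 0.021, 1.4e-04 and 0.023 with the block. One scale factor between the experiments would have made the effect smaller in the same experiment for all genes. Of the 33 genes upregulated in both, 24 had the smaller log2FC in the retina, and *Egln1* differed in the other direction. Cell type, time, dose and the route of delivery all differ between the experiments and cannot be told apart.
For *Hif1a*, the retinal libraries did not show an excess. The HIF targets, whose mean was above every AAV::eGFP library in all 5 AAV::*nsHif1a* libraries, go against mislabelled libraries. The log2FC of 3.26 in the cells goes against vector transcripts that cannot be counted on *Hif1a*, although the plasmid and the AAV transcript need not share all of their sequence. The vector's coding sequence was not compared with the annotation. By western blot, the paper found markedly more HIF1A protein in extracts of AAV::*nsHif1a* retinas, whereas a rise of the RNA was not detectable here. Protein and RNA are unlike measures, and the paper describes nsHIF1A as protected from degradation in normoxia. More protein therefore does not require a visible rise of the RNA. The paper also reports that only part of the retinal area was transduced, with expression in rods alone. Dilution of the transcripts from transduced rods by those of the other retinal cells may remain, since the upper 95% limit of the log2FC in the retina was 0.14. The share of rods transduced was not measured here. The pattern cannot be told apart from dilution.
*Xist* had a log2FC of 8.60 in the retina (SE 1.89, adjusted *p* = 0.021 from limma with Benjamini-Hochberg adjustment), because 3 of the 5 AAV::eGFP libraries had Y chromosome counts and no AAV::*nsHif1a* library had (Fisher's exact test, p = 0.17, two-sided). The paper's Table S1 lists it and the text does not discuss it. The number of libraries with both *Xist* and Y chromosome counts above 10 was 0, which goes against RNA of both sexes in one library. The sexes of the mice are therefore not balanced between the groups.
*Gpr15lg* (log2FC 5.07) and *Smtnl2* (log2FC 3.35) rose in the retina and in the cells. The paper's Tables S1, S2 and S3 list them and the text does not discuss them. The larger share of 50-base words in common with other genes was 1.30%, and the lowest count in an *nsHif1a* library was 24, which go against shared reads and counts near 0. A response of both genes to HIF1 in photoreceptor-like cells and the retina is a hypothesis, as it was found and tested on the same data. GC content and gene length bias were not tested.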

How the results depend on the processing

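The alternatives that were chosen only after the data were seen are the retinal libraries with *Xist* counts alone, the γ-crystallin mean as a covariate, the replicate sets as a covariate or summed, the block for the leading-edge lists, the Reactome sets and the interaction of retina and cells, and the *Xist* class for the Reactome sets. The cause of a change was not tested unless a value is given for it.
For the genes named in the text, which give 86 results when each is counted by experiment, 883 values under alternatives other than leaving out a library comprised 787 with the same direction and side of the threshold and 96 that were weaker. Of 776 values with a library left out, 735 were the same, 37 weaker, 2 stronger and 2 reversed. The reversed ones were the log2FC of *Fgf2* in the cells, 0.30 and 0.29 without *nsHif1a* libraries 1 and 2, against -0.55 with all libraries and a range from -1.28 to 0.30 across the 8 fits that each left out one library.
In the retina, 203 genes were upregulated. There were 104 with the *Xist* class as a covariate, 64 with *Xist* libraries alone, 86 at an absolute log2FC above 1 and 625 without a fold change threshold, and 137 to 313 across the 10 fits that each left out one library. The 172 downregulated genes became 111 without sample quality weights, 113 without a filter, 76 with *Xist* libraries alone, 84 with the γ-crystallin covariate, 37 above 1 and 466 without a fold change threshold, and 82 to 215 with a library left out. Same-numbered retinal libraries come from different mice and did not deviate together (mean r = -0.0019 across genes). With the replicate number as a block, 141 genes were upregulated and 59 downregulated there. The other counts of the retina stayed within 1.5 times the first. With the *Xist* class as a covariate, 76 of the 203 upregulated and 38 of the 172 downregulated genes were still called, and all 375 kept their direction.
In the cells, 193 genes were upregulated. There were 337 with DESeq2, 105 with the replicate block, 519 with the replicate sets as a covariate, 0 with the sets summed (920 of 18117 genes at an unadjusted *p*-value under 0.05), 72 above a log2FC of 1 and 329 without a fold change threshold, and 82 to 1201 with a library left out. The 10 downregulated genes became 3 with edgeR, 33 with DESeq2, 6 without sample quality weights, 16 without a filter, 2 with the replicate block, 73 with the sets as a covariate, 0 with the sets summed, 3 above 1 and 68 without a fold change threshold, and 2 to 682 with a library left out. Summing leaves 2 libraries per group. The numbers for the cells depend on how the replicate sets are treated.
The 33 genes upregulated in both became 21 with *Xist* libraries alone, 0 with the sets summed, 11 above 1 and 88 without a fold change threshold. The other 13 alternatives stayed within 1.5 times, as did all 18 fits without a library (27 to 48), and for the interaction edgeR gave 443 genes and the replicate block in the cells 705, against 489.
The HIF targets passed an adjusted *p*-value of 0.05 under all alternatives run, in the retina (2.2e-85 to 0.025 over 11) and the cells (3.9e-55 to 0.012 over 8), as did ER stress in the cells (1.8e-32 to 0.038). With the correlation between genes estimated from the data, the adjusted *p*-value was 0.064 for ER stress in the retina (3.4e-13 to 0.064 over its 11 alternatives), 0.298 for rod photoreceptors (7.6e-13 to 0.298), 0.596 for microglia (1.9e-09 to 0.596), 0.596 for endothelial cells (0.0020 to 0.618) and 0.057 for the interferon response in the cells (2.7e-34 to 0.057). With limma's fry test it was 0.274 for microglia and 0.302 for endothelial cells, and for endothelial cells 0.061 with at least 10 counts in every library and 0.131 with the γ-crystallin covariate.
Reactive Müller glia, at 0.078 in the first analysis, passed at 0.032 without sample quality weights, 0.011 without a filter, 2.7e-05 with the replicate block, 0.031 with the *Xist* class, 0.028 with *Xist* libraries alone and 0.0017 with the γ-crystallin covariate (2.7e-05 to 0.596 over 11 alternatives). With the replicate block, the interferon response (adjusted *p* = 0.059 from limma's camera, range over its alternatives 1.4e-28 to 0.867) and cones (0.927, range 0.149 to 0.927) reversed direction.
With the *Xist* class in the model, or *Xist* libraries alone, AAV::*nsHif1a* is compared with only the 2 AAV::eGFP libraries that had *Xist* counts. The *Xist* class changed the direction of 6 panels. With it as a covariate, the adjusted *p*-value and the reversed direction were 1.4e-28 for the interferon response, 0.346 for cones, 0.209 for microglia, 0.606 for endothelial cells, 0.209 for the RPE (range over its alternatives 0.089 to 0.884) and 0.251 for erythrocytes (range 0.135 to 0.852). With *Xist* libraries alone they were 8.0e-26, 0.325, 0.283, 0.618, 0.310 and 0.310. With a library left out, they ranged from 1.9e-06 to 0.953 for the interferon response, 0.298 to 0.954 for cones, 0.0032 to 0.331 for Müller glia, 0.0011 to 0.139 for endothelial cells, 0.048 to 0.997 for the RPE and 0.025 to 0.942 for erythrocytes.
Of the retinal leading-edge lists tested in the cells, complement reversed to 0.506 with fry and to 0.990 with the replicate block. The inflammatory response passed at 8.1e-04 with fry (range 8.1e-04 to 0.115), and apoptosis at 0.0035 with fry and 0.044 with the block (range 0.0035 to 0.115).
Of the 9 Reactome sets of the retina, the *Xist* class as a covariate reversed interferon signaling (adjusted *p* = 9.8e-06), complement (0.182) and inflammasomes (0.694), and apoptosis (0.771), the response to hypoxia (0.182) and VEGF signaling (0.182) no longer passed. In the cells, all 9 kept their direction and side of the threshold with the replicate block.
Depth limits genes with few counts. On simulated counts with 200 genes changed 2-fold and without replicate sets, 65% were called in the retina and 73.5% in the cells. Below the median count of the changed genes it was 37 of 100 in the retina and 48 of 100 in the cells, and from the median on 93 and 99.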

Differences from the paper's values

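The comparisons in this part were made after the calls were seen. No count or log2FC compared differed from the paper's by the limits used. The paper lists 199 upregulated and 167 downregulated genes in the retina, 195 and 10 in the cells and 34 upregulated in both, where 203, 172, 193, 10 and 33 were found.
Of the paper's genes in the retina, *AU021092*, *Gm5191* and *Shc4* were not called upregulated here (adjusted *p* = 0.0513, 0.0508 and 0.0503 from limma with Benjamini-Hochberg adjustment). *D130017N08Rik* and *BB218582* were not called downregulated, with log2FC values of -0.498 and -0.499 above the threshold of -0.5, nor were *ENSMUSG00000132973*, *BC055402* and *ENSMUSG00000144191* (adjusted *p* = 0.0503, 0.0510 and 0.0528 from limma). *Gm35612* was not tested under that name. Some of these 9 genes were called under the following alternatives set before the data were examined. These were at least 10 counts in every library (7 genes), library size only (4), DESeq2 (2), the *Xist* class as a covariate (1) and the omission of X and Y chromosome genes (1). They were also called without AAV::eGFP library 1 (4), 2 (5), 3 (3) or 5 (1), and without AAV::*nsHif1a* library 1 (2), 2 (1), 3 (1), 4 (1) or 5 (3). The γ-crystallin covariate, chosen after the values were seen, called 2.
In the cells, *H1f4*, *Sh2d6*, *Zfp607b* and *Rab39b* were not called upregulated here (adjusted *p* = 0.0500, 0.0509, 0.0518 and 0.0500 from limma), nor was *P4ha2*, whose log2FC was 0.497 against the paper's 0.503. Of these 5 genes, DESeq2 called 5, at least 10 counts in every library 4, voom without sample quality weights 3, library size only 2, no filter 2, the replicate block 2 and edgeR 1. Leaving out eGFP library 3 or 4 called 4 each, *nsHif1a* library 1 or 2 called 5 each, and *nsHif1a* library 3 or 4 called 4 each. The replicate sets as a covariate, chosen after the values were seen, called 5.
*P4ha2* was called in the cells, as in the paper's overlap, with edgeR, DESeq2, voom without sample quality weights, no filter and the replicate block (log2FC 0.51 in each), without eGFP library 3 (0.56) or 4 (0.55), without *nsHif1a* library 1 or 2 (0.60 each), and with the replicate sets as a covariate (0.51), which was chosen after the values were seen.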

Other observations

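Of the tests in this part, those on X and Y chromosome genes, library size, the share of the largest genes, the replicate sets of the cells and a γ-crystallin response were chosen only after the result was seen, and the splits for single panels and lists after the splits for all of them together.
The number of genes called was set against other splits of the same libraries. In the retina, 1 of 100 drawn splits (of 126), the real one, gave as many genes upregulated and 1 as many downregulated, and the largest other split gave 24. Among the 16 drawn splits that part every same-numbered pair, it was 1 for each direction as well, which cannot go below a share of 0.05. In the cells, 7 of 35 splits gave as many genes in one direction for the upregulated and 7 for the downregulated genes, and 1 of the 8 splits that part every pair. The largest other split, of eGFP 2 with *nsHif1a* 1, 2 and 4, parts 2 of the pairs and gave 862 and 651 genes. Of the 6 other splits with as many upregulated genes, 4 keep 3 of the *nsHif1a* libraries together and so part of the contrast. The others hold 2 on each side. They are replicates 1 and 2 against 3 and 4 (298 and 250 genes), which follows the replicate sets, and a split that differs from it by eGFP 2 in place of eGFP 4 (467 and 520). A division by replicate set thus gives as many genes as *nsHif1a*. Both groups have 2 libraries in each set, but whether the sets are batches is not known. Over all 35 splits the count of genes is not told apart from the structure of the libraries, whereas among the 8 that part every pair only the real one gave as many.
Of the 100 drawn splits of the retina, 69 gave as many panels past the threshold. A camera *p*-value as small was given by 1 split for HIF targets, 5 for ER stress, 15 for rods, 39 for microglia and 39 for endothelial cells. In the cells, 18 of 35 splits gave as many panels, and 3 gave as small a *p*-value for HIF targets, 1 for ER stress and 1 for the interferon response. With 5 against 5 libraries, each other split keeps 3 against 2 or 4 against 1 of the AAV::*nsHif1a* libraries and so part of the treatment contrast, which the shares do not remove. For the overlap, 1 of 100 drawn pairs of splits, the real one, shared as many genes. These pairs were drawn only from splits that part every same-numbered pair. Among such splits, all but the real one called 0 genes in the cells and 1 at most in the retina. The result for the overlap was therefore given in advance and is no evidence.
Of the genes called in the retina, 5 lie on the X or Y chromosome, so sex-linked genes account for few. Among the libraries with *Xist* counts, 96.3% of the called genes had at least 50% of their log2FC, which goes against the sex of the mice as the cause for most. This share rests on 2 AAV::eGFP libraries, which also enter the comparison of all libraries, so part of it is given in advance. Fewer of the calls were kept. Among these libraries, 49 of the 203 upregulated and 24 of the 172 downregulated genes were still called, and 76 and 38 with the *Xist* class as a covariate. The share therefore speaks to the size of the changes and not to their significance. The total counts did not differ between the groups in the retina (exact permutation test, p = 0.698) or the cells (p = 0.4, exact), nor did the share of the 10 largest genes (exact permutation tests, p = 0.460 and 0.0857).
The interferon response panel of the retina followed the *Xist* class more than the vector. Its mean was 4.29 to 4.84 log2 CPM in the 2 AAV::eGFP libraries with *Xist* counts, 0.97 to 1.48 in the 3 with Y chromosome counts and 1.85 to 3.96 with AAV::*nsHif1a*. Litter, cage or age could differ with sex in the same way and are not given in the labels, and with *Xist* libraries alone the adjusted *p*-value of the fall was 8.0e-26 (range over its alternatives 1.4e-28 to 0.867).
The rod photoreceptor panel was lower in the AAV::*nsHif1a* retinas. Of its 21 genes, 0 were higher and 0 were called (median log2FC -0.20), and the panel mean went from 10.22 ± 0.07 to 10.03 ± 0.12 log2 CPM (SD, n = 5 each, exact permutation test, p = 0.016).
The γ-crystallin counts varied between retinal libraries. Over the 10 libraries, the γ-crystallin mean was correlated with the mean of 11 other lens fibre genes (Pearson r = 0.937, Spearman rho = 0.915, permutation p = 2.1e-04 and 5.3e-04, 2-sided), which lens tissue in some libraries would give. Without the 2 libraries farthest from the median, r was 0.877. The libraries fall into 7 with lower and 3 with higher γ-crystallin values, all 3 of them AAV::*nsHif1a*. Among the 7, which were set apart after the values were seen, r was 0.731 and rho 0.75 (exact permutation tests, p = 0.071 and 0.066, 2-sided, 2 relations), so the relation over all libraries rests in part on the 3. Within the groups, r was 0.969 over the 5 AAV::eGFP libraries, none of which is among the 3, and 0.947 over the 5 AAV::*nsHif1a* libraries. Groups of 5 libraries are small, and these 2 values were not tested. The AAV::*nsHif1a* libraries were higher by 2.56 on the log2 scale (exact permutation test, p = 0.048), so a response to *nsHif1a* may remain and cannot be told apart from lens carried over at dissection. With the γ-crystallin mean as a covariate, 53.6% of the called genes were still called, 145 of the 203 upregulated and 56 of the 172 downregulated genes. Lens tissue therefore does not account for most of the upregulated calls, whereas most of the downregulated ones were not called with it. All 375 called genes kept their direction and at least 50% of their log2FC (100%), so the calls were lost by significance, with a covariate that differs between the groups.
Of the 172 downregulated genes in the retina, 110 were lncRNAs (64.0%, against 13.0% of the genes tested), where 10000 random lists matched on CPM held 38.9 on average and 59 at most (permutation p = 1e-04, the smallest they can give). Low counts therefore do not account for their number. The median log2FC of all lncRNAs tested was -0.17 and 71.0% were lower, against 0.03 for protein-coding genes matched on CPM, so a fall of lncRNAs as a class is a candidate explanation. All 110 (100%) had at least 50% of their log2FC among the libraries with *Xist* counts. Intronic or unspliced RNA, RNA quality and gene length were not tested, and no biological explanation was tested.
Of 363 genes upregulated in either experiment, 66 were predicted genes or pseudogenes, and 30.3% of these had at least 50% of their 50-base words in another gene. Shared reads therefore do not account for most of them. Of these 20, 60% had a copy that was upregulated in the same experiment, which is consistent with reads of the copy for *Gm16439* and *Bnip3* and others.
The libraries of the cells separated into replicates 1 and 2 and replicates 3 and 4. With the set as a covariate, 3377 genes differed between the sets and 2014 with *nsHif1a* (adjusted *p*-value under 0.05), against 0 and 115 for each of the other 2 ways of dividing the 4 numbers. This is 1 of 3 ways, too few to judge chance. A batch of 2 preparations is a candidate explanation, and the labels name none. The effect of *nsHif1a* differed between the sets for 3132 of 15962 genes. This test has 2 libraries per group and set, which differed by 1.46 to 1.56 times the sampling noise. Its *p*-values rest on that small spread, and whether such libraries are independent cultures is not known. The interferon response rose less in replicates 3 and 4 (adjusted *p* = 7.6e-45 from limma's camera, 0 of 33 genes higher), and the HIF targets rose more (6.8e-06, 33 of 41), as did *Hif1a* (log2 difference 0.51, SE 0.06). An interferon response stronger in one set, and more *nsHif1a* in the other, may both contribute.
The leading-edge lists of the retina were tested in the cells, where they were not selected. Hypoxia was raised (60 of 64 genes higher, 27 upregulated, adjusted *p* = 6.3e-35 from limma's camera, 1.0e-34 with the replicate block), as was glycolysis (33 of 42, 12, 5.4e-16, and 1.9e-16 with the block). The inflammatory response (24 of 40, 0.118, and 0.064 with the block), apoptosis (24 of 44, 0.118, and 0.044) and complement (26 of 56, 0.976, and 0.990) were not past the threshold without the block. Of 35 splits of the cells, 17 gave as many lists past the threshold, 2 gave as small a *p*-value for hypoxia and 5 for glycolysis. Of the gene ontology lists, the adjusted *p*-value was 1.5e-08 for programmed cell death (1.6e-10 with the block), 3.1e-16 for the response to oxygen levels (2.0e-16), 0.154 for the immune response (0.16) and 9.4e-04 for vasculature development (1.9e-04). Whether these differ from the retina was not tested. The Reactome sets, which were selected on neither experiment and are other gene lists than the paper's, gave a different picture in the cells. Signaling by VEGF was lower (27 of 86 genes higher, adjusted *p* = 0.0089, and 0.011 with the replicate block), as was apoptosis (41 of 127, 0.022, and 0.026). Glycolysis (17 of 23, 5.4e-05, and 4.7e-05) and interferon signaling (68 of 99, 2.6e-06, and 1.5e-05) were higher. The response to hypoxia (0.222, and 0.124), the unfolded protein response (0.338, and 0.256), complement (0.407, and 0.256), phototransduction (0.424, and 0.832) and inflammasomes (0.850, and 0.912) did not pass. The rise of the lists for cell death and vasculature in the cells was thus seen for genes picked in the retina and not for these sets.
*Fgf2* rose in the retina and not in the cells (log2FC -0.55, SE 0.48, adjusted *p* = 0.56 from limma, and -0.32 with the replicate block). The difference between the experiments was 2.17 (SE 0.87, adjusted *p* = 0.21 from limma's interaction term), and 2.23 with the replicate block in the same model (SE 0.80, adjusted *p* = 0.14), which was added after the data were seen. A difference was not past the threshold in either model, and neither shows that the effects are equal.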
